# Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice

**DOI:** 10.3389/fpls.2017.01044

**Published:** 2017-06-15

**Authors:** Hongryul Ahn, Inuk Jung, Seon-Ju Shin, Jinwoo Park, Sungmin Rhee, Ju-Kon Kim, Woosuk Jung, Hawk-Bin Kwon, Sun Kim

**Keywords:** rice, drought stress, drought tolerance, transcription factors, network analysis, NGS data analysis

## Abstract

This study was designed to investigate at the molecular level how a transgenic version of rice “Nipponbare” obtained a drought-resistant phenotype. Using multi-omics sequencing data, we compared wild-type rice (WT) and a transgenic version (*erf71*) that had obtained a drought-resistant phenotype by overexpressing *OsERF71*, a member of the AP2/ERF transcription factor (TF) family. A comprehensive bioinformatics analysis pipeline, including TF networks and a cascade tree, was developed for the analysis of multi-omics data. The results of the analysis showed that the presence of *OsERF71* at the source of the network controlled global gene expression levels in a specific manner to make *erf71* survive longer than WT. Our analysis of the time-series transcriptome data suggests that *erf71* diverted more energy to survival-critical mechanisms related to translation, oxidative response, and DNA replication, while further suppressing energy-consuming mechanisms, such as photosynthesis. To support this hypothesis further, we measured the net photosynthesis level under physiological conditions, which confirmed the further suppression of photosynthesis in *erf71*. In summary, our work presents a comprehensive snapshot of transcriptional modification in transgenic rice and shows how this induced the plants to acquire a drought-resistant phenotype.

## Introduction

Plants respond to abiotic stress in various ways. By utilizing high-through put technologies, such as microarrays and sequencing, changes in transcript levels can be detected by measuring transcripts at multiple time points as abiotic stress continues. Thus, we now have unprecedented opportunities to associate phenotypical changes with molecular-level changes in the cell. For example, the RNA sequencing (RNA-seq) technique has been used to measure expression profiles of tens of thousands of genes (37,869 gene loci in rice with evidence of expression up until 2013; Sakai et al., 2013) simultaneously under various conditions.

One important research problem that can be investigated by using the new technologies is to understand how plants respond to drought conditions. Characterizing the effects of drought-induced stress in the agricultural business has historically been a major research topic related to the productivity of crops (Venuprasad et al., 2007; Jeong et al., 2010; Ambavaram et al., 2014). Drought has become a more serious issue due to recent dramatic climate changes. The Intergovernmental Panel on Climate Change (IPCC) estimates that the global mean temperature will increase somewhere between 1 and 4°C until 2,050, and that climate-change-related drought will significantly reduce crop productivity in Africa and Asia (IPCC, 2014). Therefore, developing strategies for handling drought stress is a very important issue in plant science and also in maintaining sustainable agricultural systems.

Leveraging technological advances, plant scientists have performed analyses of time-series gene expression profiles under drought stress and reported hundreds of drought-responsive genes in rice (Rabbani et al., 2003; Rodriguez et al., 2006; Gorantla et al., 2007; Zhou et al., 2007; Rabello et al., 2008; Degenkolbe et al., 2009). So far, plant scientists have discovered many genes that play important roles in mechanisms underlying responses to drought stress, such as stomatal closure (Huang et al., 2009), osmoprotectant synthesis (Ge et al., 2008), aquaporins (Lian et al., 2004; Guo et al., 2006), cuticular wax biosynthesis (Islam et al., 2009), and phytohormone response (Iuchi et al., 2001; Qin and Zeevaart, 2002; Du et al., 2010). Additionally, a large number of drought-induced transcription factor (TF) families are reported to control drought stress responses transcriptionally (Shinozaki and Yamaguchi-Shinozaki, 2007).

However, our knowledge of biological mechanisms related to drought stress is still limited (Debnath et al., 2011; Hadiarto and Tran, 2011). In particular, we have not investigated thoroughly how drought-stress-related genes are regulated. Understanding functions, communication, and interactions of drought-stress-related genes is critical for understanding how plants respond to drought stress. The widely used differentially expressed gene (DEG) analysis, one of the single-gene analyses, is often limited in deducing meaningful biological interpretations since it does not consider relationships among genes (Shojaie and Michailidis, 2009). Fortunately, there has been significant progress in network-based analysis techniques (Barabasi and Oltvai, 2004; Barabasi et al., 2011; Gitter et al., 2013; Ma et al., 2014) that consider complex relationships among genes. These powerful network-based analysis techniques have yet to be used for analyzing omics data for rice in the context of TFs and their target genes.

In this study, we used rice plants overexpressing *OsERF71* to study drought resistance mechanisms. The *OsERF71* gene belongs to the AP2/ERF family of transcription factors. AP2/ERF is one of the well-known TF families that regulate drought-responsive genes (Chen et al., 2002; Shinozaki et al., 2003). The members share a highly conserved DNA-binding domain known as the AP2/ERF domain (Nakano et al., 2006). Members of the AP2/ERF family have been shown to exhibit diverse functions in cellular processes, such as flower development (Elliott et al., 1996), spikelet meristem determinacy (Chuck et al., 1998), leaf epidermal cell identity (Moose and Sisco, 1996), embryo development (Boutilier et al., 2002), and stress tolerance (Dubouzet et al., 2003). Moreover, overexpression of AP2/ERF transcription factors enhances tolerance to drought in several plant species: *Arabidopsis*, tomato, wheat, and rice (Haake et al., 2002; Hsieh et al., 2002; Pellegrineschi et al., 2004; Oh et al., 2005, 2009). Recently JK Kim and his colleagues (Lee et al., 2016) reported that rice plants overexpressing the *OsERF71* TF showed enhanced survival over the wild-type under drought stress at the vegetative stage of growth and a 23–42% increase in total weight gain over the wild-type under drought stress at the reproductive stage of growth. They also investigated the target genes of *OsERF71* and found that *OsERF71* regulates *OsCINNAMOYL-COENZYME A REDUCTASE1*, a gene playing a role in lignin biosynthesis, and that rice plants overexpressing *OsERF71* formed enlarged aerenchyma and had high lignification levels.

To study drought resistance mechanisms, we investigated transcriptomic changes in response to dehydration stress between wild-type rice (WT) and *OsERF71*-overexpressing rice (*erf71*) lines. The goal was to elucidate the association between the *erf71-*specific response at the transcriptome level and the drought-resistant phenotype. For the investigation, we generated comprehensive multi-omics data, such as RNA-seq data, micro RNA (miRNA) sequencing data, and whole-genome bisulfite DNA methylation sequencing data, collected at 0, 1, and 6 h after treatment (HAT) under dehydration stress (i.e., aeration and without watering), from the two rice genotypes. A comprehensive bioinformatics analysis pipeline, including TF networks and a cascade tree, was developed and used for the analysis of the multi-omics data.

## Materials and methods

### Plant material and drought-stress treatments

We germinated seeds of WT (*Oryza sativa* ssp. *japonica* “Nipponbare”) plants and rice plants overexpressing *OsERF71* (Os06g0194000) in a “Nipponbare” background (Lee et al., 2016) on petri-dishes and then cultured them in Yoshida's solution (Yoshida et al., 1976) maintained in a temperature-controlled culture room at 29°C under 16/8-h light/dark conditions. Rice plants at the three-leaf stage were subjected to dehydration stress by removal of the culture solution. Untreated plants were used as a control. After treatment, entire plants were immediately transferred into liquid nitrogen. After a pilot experiment to measure the expression of the *Dip1* gene in WT using reverse-transcription (RT)-PCR, we selected 0, 1, and 6 HAT as time points to measure omics data. The whole plants harvested at these time points were kept frozen in liquid nitrogen until DNA/RNA extraction.

### Measuring gene expression levels

Our eight mRNA-seq data sets (0, 0.5, 1, 3, and 6 HAT mRNA-seq data for WT, and 0, 1, 6 and HAT mRNA-seq data for *erf71* upon drought stress) were processed accordingly. After total RNA was extracted using Tri-Reagent (MRC, Cincinnati, OH, USA), poly(A) RNAs were isolated using poly-T oligo-attached magnetic beads. These were next fragmented, and primer was attached to them. cDNA strands were then synthesized, and an adaptor was ligated. After PCR amplification, an mRNA library was prepared. mRNA deep sequencing (TruSeq RNA sample preparation Guide, Illumina) produced short reads. After clipping adapter/primer sequences from the short reads, we mapped them to the IRGSP1.0 reference genome (Kawahara et al., 2013; Sakai et al., 2013) using Tophat (Trapnell et al., 2009). We quantified the expression level of each gene using Cufflinks (Trapnell et al., 2010) based on gene information that was downloaded from the Rice Annotation Project website (http://rapdb.dna.affrc.go.jp/). DEG analysis was then performed using cuffdiff in the Cufflinks package.

### Network-based characterization of *OsERF71* transgenic rice

To investigate how overexpression of the *OsERF71* TF gene affected other genes, we used a TF-network-based analysis. The challenge here was that we had limited knowledge of the relationships between the TF and its target genes. In addition, a TF activates or suppresses other TFs, producing chains of activation and suppression events. Hence, we developed a two-step bioinformatics strategy of TF-network-based analysis, as described in Figure 1.

- **Step 1**: Constructing a dehydration TF network utilizing gene expression data from databases and a dehydration experiment.
- **Step 2**: Instantiating phenotype-differential dehydration networks and identifying DEG modules.

**Figure 1:**
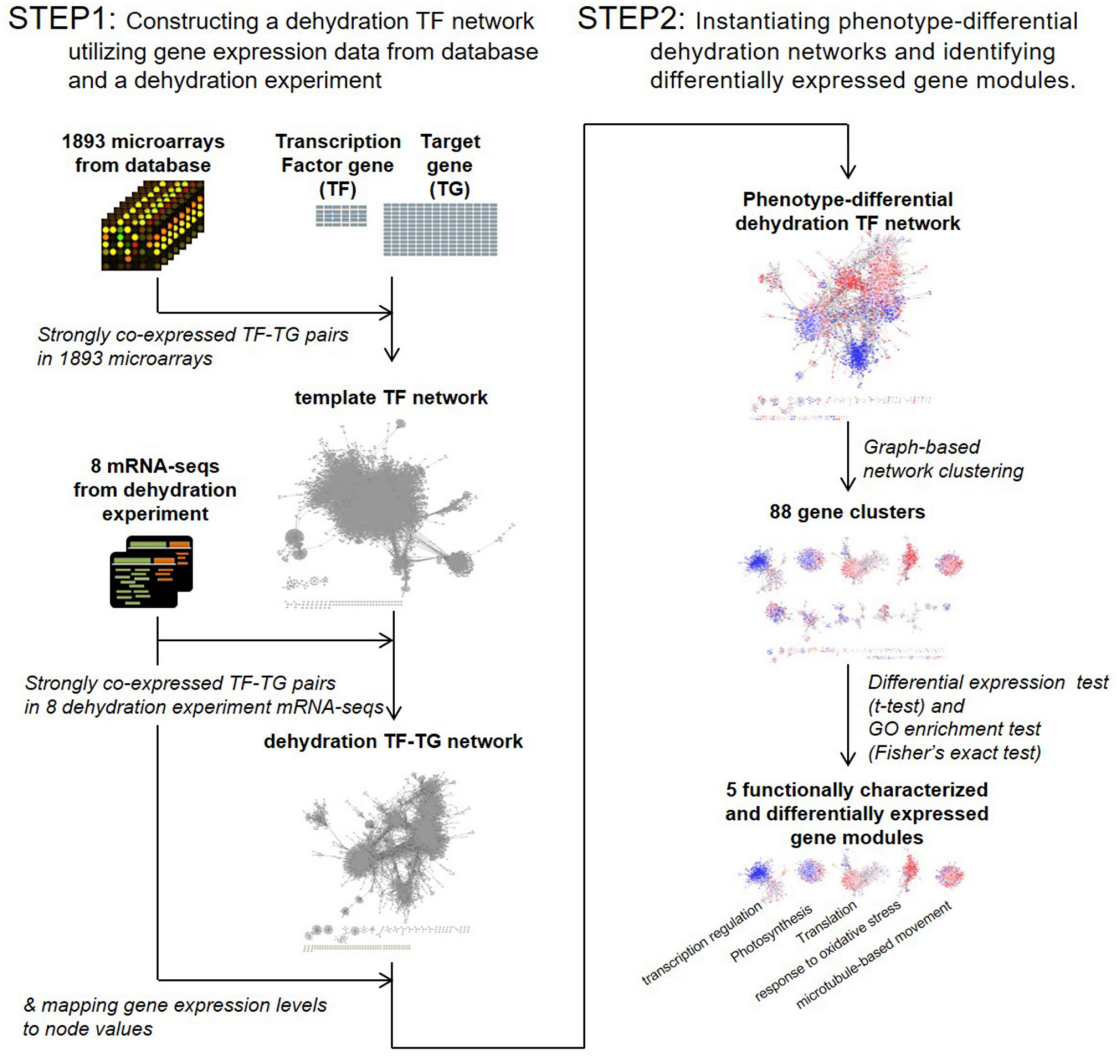
Transcription factor (TF) network analysis workflow. A template TF network was constructed by selecting strongly co-expressed TF-target gene pairs in 1,893 public domain microarrays. A dehydration TF network was then constructed by selecting strongly co-expressed TF-target gene pairs in eight dehydration experiment mRNA sequencing data sets. Phenotype-differential dehydration networks were instantiated by mapping gene expression differences to node values. Clustering analysis was then performed. Differentially expressed gene modules were selected by *t*-test, and the biological function of gene modules was characterized by gene ontology (GO) analysis.

### Network analysis step 1: constructing a dehydration TF network utilizing gene expression data from databases and a dehydration experiment

To construct a reliable dehydration TF network, we first constructed a template TF network utilizing large-scale microarray data. Before constructing a template TF network, factors, such as choice of network construction method, the data set size, and cutoff values were thoroughly investigated. A recent study investigated many network construction methods and reported that mutual-information and correlation-based methods recovered feed-forward loops most reliably (Marbach et al., 2012). Since the goal of this study was to investigate the effect of *OsERF71*-overexpression on other genes through relationships between the TF and its target genes, which can be seen as a feed-forward propagation from *OsERF71* to other genes, we selected Pearson's correlation coefficient (PCC) as the network construction method. Large-scale gene expression data sets (1,893 microarray data sets) were downloaded from the OryzaExpress Gene Expression Network website (http://bioinf.mind.meiji.ac.jp/OryzaExpress/). Probe-IDs that were used for microarray experiments were converted to gene-IDs according to a previous study (Miller et al., 2011). Since PCC is shown to converge as the sample size increases, we performed an empirical study to determine whether the data set size was beyond the convergence threshold and was sufficient to construct a template TF network robustly. Varying the number of samples, we produced different sample-size subsets of the microarray data by random sampling from the 1,893 microarray data sets. For each subset, PCCs between TF and target genes were then computed and PCC density distributions and network topologies were investigated (see “TF network construction” in Discussion). We observed that the density distributions and the network topologies converged with a sample size greater than approximately 800. This showed that 1,893 microarray data sets were sufficient to produce a robust template TF network. Recent studies that used the PCC method for biological network construction detected modular structures of genes in *Arabidopsis*, rice, and maize networks (Mao et al., 2009; Ficklin and Feltus, 2011). These studies reported that each of the modules had a specific biological function. Based on this result, we defined functionality score as follows.

$$\begin{array}{l} \text{Functionality Score}(G)=-\sum_{c_{i}\;\in C}\frac{\left|c_{i}\right|}{N}log_{10}(p_{c_{i}}) \end{array}$$

In the formula, *G* is a network and it is divided into a set of gene clusters, *C* = [*c*_1_, *c*_2_, …, *c*_*n*_], using a graph-based clustering algorithm (Blondel et al., 2008). *N* is the number of genes in the network, and *p*_*ci*_ is the *p*-value of the most significant gene ontology (GO) term in a GO enrichment test of the cluster *c*_*i*_. The functionality score measures how well a network is divided into functional gene modules. We investigated functionality score for each network constructed at different PCC cutoff values (see “TF network construction” in Discussion). The cutoff value of 0.67 was chosen because the functionality score was maximized at the cutoff value. TF-target gene pairs with strong association (|PCC| > 0.67) in the 1,893 microarray data sets were then defined as edges in the template TF network. The template TF network consisted of 10,740 genes (898 TFs and 9,842 nonTFs) and 135,550 links (4,073 TF-TF links and 131,477 TF-nonTF links). A dehydration TF network was then constructed by selecting edges in the template TF network that had strong association (|PCC| > 0.67) in eight dehydration experiment mRNA-seq data sets. The constructed dehydration TF network consisted of 7,319 genes (729 TFs and 6,590 nonTFs) and 50,672 links (1,375 TF-TF links and 49,297 TF-nonTF links). The topology of the dehydration TF network is shown in Supplemental Data Set 1. The topology of the network was visualized using Cytoscape (Saito et al., 2012).

### Network analysis step 2: instantiating phenotype-differential dehydration networks and identifying differentially expressed gene modules

In this step, our goal was to identify DEG modules between WT and *erf71* from the dehydration TF networks. To do so, we employed the following strategy.

- **Step 2–1**: Phenotype-differential dehydration TF networks were instantiated by mapping gene expression differences to node values of the dehydration TF network.
- **Step 2–2**: Graph-based network clustering broke down the phenotype-differential dehydration TF networks into several gene clusters according to connectivity.
- **Step 2–3**: Differential expression and GO enrichment tests were performed for each cluster.
- **Step 2–4**: DEG modules were selected and designated as “modules.”

In Step 2–1, we instantiated phenotype-differential dehydration TF networks by mapping gene expression differences between time points for each plant (i.e., log_2_(W1/W0) and log_2_(W6/W0)) as well as differences across plants (i.e., log_2_(E1/A0)-log_2_(E1/W0)) to nodes of the dehydration TF network, where “W” and “E” stand for WT and *erf71*, and “0”, “1,” and “6” stand for 0, 1, and 6 HAT, respectively. In Step 2–2, the phenotype-differential dehydration TF networks were broken down into several gene clusters using a multi-level network clustering method (Blondel et al., 2008) that groups highly connected nodes into a cluster of nodes. In Step 2–3, a paired sample *t*-test was performed on each cluster to determine whether each gene cluster was differentially expressed or not. Also, biological functions of each cluster were characterized by GO enrichment analysis based on Fisher's exact test. In Step 2–4, the clusters showing high-level significance (*p* < e-9) in both tests were selected and designated as “modules.”

### Measuring photosynthesis levels using a liquid CO_2_ supply system to confirm suppression of photosynthesis under drought stress

Since the suppression of photosynthesis was a key observation from analyzing sequencing data, we confirmed photosynthesis levels using a liquid CO_2_ supply system. For this confirmation experiment, we re-grew rice while measuring CO_2_ levels. Since we needed a large amount of CO_2_, we had to change experimental conditions from the three-leaf stage to the eight-leaf stage of rice and also the time points used. We selected time points corresponding to the same physiological status and degree of dehydration stress by measuring gene expression levels of *Dip1* through RT-PCR.

For photosynthesis measurements, rice plants at the eight-leaf stage were subjected to drought stress for 24, 48, and 72 h by removal of the culture solution. For measurements of Pnet and Cs, a Li-Cor 6400 photosynthesis measurement system (Li-Cor, Lincoln, NE) was used to measure gas-exchange ability. Gas-exchange measurements were performed at four stages: before treatment, and 24, 48, and 72 h after drought stress treatment. Leaves were measured in 2 × 3 cm photosynthesis measuring cuvettes under 1,500 mol m^−2^ s^−1^ light emitting diode (LED) light, 400 mmol L^−1^ CO_2_ and a cuvette temperature of 25°C. Measurements were conducted using the youngest among the 3–4 fully expanded leaves of the WT and *erf71* transgenic plants. Once a leaf was clamped in the chamber, data were automatically collected every 10 s for 3 min, while mid-point measurements were collected as representative data. A liquid CO_2_ supply system (Li-Cor 6400-01, Lincoln, NE) attached to the photosynthesis measurement system was used to measure photosynthetic changes based on changes in supplied CO_2_ concentration. CO_2_ concentration was adjusted to 400, 300, 200, 100, 50, and 0 mmol L^−1^ CO_2_. The conditions in the cuvette were 1500 mol m^−2^ s^−1^ photosynthetically active radiation, 25°C, and 30–60% relative humidity.

### Constructing a TF cascade tree with *OsERF71* as the root node from the dehydration TF networks

Dehydration differential TF networks were converted into an *OsERF7-*centric cascade tree to investigate the connection between the *OsERF71* transgene and the five modules that were identified in the TF network analysis. To achieve this goal, we added new edges of strong association (|PCC| > 0.5) to the TF network to compensate for the loss of connectivity between the *OsERF71* transgene and the five modules. The strong association value of 0.5 was chosen because it was the lower boundary that was used for network construction in previous rice species network studies (Lim et al., 2010; Zhang L. et al., 2012; Lu et al., 2013; Yang et al., 2013; Hwang et al., 2014). We confirmed that the five modules were maintained after addition of the new edges by measuring the clustering coherency value (Fowlkes and Mallows, 1983). The network was then converted into an *OsERF71*-centric cascade tree through level-wise construction of relationships starting at *OsERF71*. In this process, *OsERF71* was located to the top of the tree and the direct target genes of *OsERF71* in the TF network were then connected with *OsERF71* in the cascade tree and located at the level below in the tree. This process was performed repeatedly for all genes of the five modules. The full landscape of interactions in the constructed tree was very complex and it included multiple paths to a single gene and back edges (i.e., the edges from the TF to the target gene of previous levels). This complex relationship needed to be simplified to focus the effect of *OsERF71* overexpression. Therefore, we selected the single path with the greatest PCC score and removed the other paths as well as the back edges. The topology of the TF cascade tree is shown in Supplemental Data Set 2.

### Measuring miRNA expression levels and inferring miRNA-gene interaction

We prepared a small RNA library by attaching 3′ and 5′ adaptors to total RNA, amplifying them by PCR and performing gel purification. After deep sequencing (Illumina's TruSeq™ small RNA sample prep kit), 51-nt-length reads were generated. After the adaptor sequence was removed, miRanalyzer (Hackenberg et al., 2011) was used to quantify the expression of known rice miRNA sequences from the miRBase database (Kozomara and Griffiths-Jones, 2014). The number of reads matching known miRNAs divided by the total aligned reads was used to determine the expression level of miRNAs. Using psRNATarget, a webserver for predicting small RNA targets in plants (Dai and Zhao, 2011), candidate miRNA-target gene pairs were generated. For each of those candidates, the miRNA-target gene pairs showing a strong negative association of expression (PCC < −0.67) in our dehydration experiment were selected for the final miRNA-target gene interactions.

### Measuring DNA methylation levels and identifying differentially methylated regions

After isolating DNA, we performed whole-genome bisulfite sequencing from samples of WT and *erf71* collected at 0, 1, and 6 HAT. Adaptor sequences were removed from the raw reads, and the sequences were aligned to the rice genome using BS-MAP (Xi and Li, 2009). CpG sites with two reads or fewer aligned were not considered for further analysis. For each CpG site, we determined the methylation level as the number of methyl cytosines (i.e., cytosine transformed into thymine by bisulfite treatment) aligned to the site divided by the number of reads aligned to the site. This resulted in a normalized methylation level from 0 (hypo-methylated) to 1 (hyper-methylated).

We then considered a CpG site as a differentially methylated cytosine if the difference in maximum and minimum methylation levels among six samples was greater than 0.7, a measure for differential methylation in the CpG context in previous studies (Hsieh et al., 2009; Chodavarapu et al., 2012; Stroud et al., 2013), at the CpG site. The number of differentially methylated cytosines was 163,982 (1.4%) among 11,512,277 CpG sites with at least three reads mapped. We defined a differentially methylated region (DMR) as a genomic region containing more than eight differentially methylated cytosines in succession (*p* < 1.0e-12 by Poisson probability). The number of DMRs was 1,607 and they covered 0.14% (526,064 nt/373,245,519 nt) of the rice genome.

## Results

### Time-series experiments and multi-omics sequencing data

We carried out a pilot study to select proper time points for measuring omics data. Yi and colleagues (Yi et al., 2010) reported that *Dip1* (Os02g0669100) is induced upon dehydration stress treatment, reaching a peak at 2 HAT and remaining constant until 8 HAT, which could be used as a response marker for water deficiency. Thus, we measured the expression level of *Dip1* using RT-PCR at different time points during the dehydration treatment. The expression level of *Dip1* peaked at 3 HAT and continued to be expressed until 6 HAT. This was also confirmed by the mRNA-seq experiment (Supplemental Figure 1). Thus, three time points, 0, 1, and 6 HAT, before and after the peak expression level of *Dip1*, were selected to study how the plants responded to dehydration stress. 

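The mRNA-seq values examined here came from 6 libraries, with 1 library of WT and 1 of erf71 at each of 0, 1, and 6 HAT. The authors mapped the clipped reads to the IRGSP1.0 genome with Tophat and deposited the expression level that Cufflinks gave each gene, in FPKM. The deposited table holds no read counts, so the depth behind each value is unknown and no interval was computed for a single gene. It lists 37869 genes by their Rice Annotation Project identifiers, without positions or descriptions. The sum of FPKM over these genes was 841545, 737471, and 702034 in WT and 827501, 759195, and 749309 in erf71 at 0, 1, and 6 HAT, respectively. Between 7323 and 7916 genes were listed at 0 in each library. Changes between libraries were computed as log2 ratios after 0.1 FPKM was added to both values. With 1 library per plant type and time point, no difference between these libraries has a replicate check, and no p-value across genes was computed. The value of a gene list was instead placed among 10000 random lists of the same size, drawn from genes of similar mean expression in 50 bins, and the resulting percentile describes these libraries only.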

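Dip1 (Os02g0669100) had 92.6, 329, and 2583 FPKM in WT at 0, 1, and 6 HAT, respectively. In erf71 it had 86.8, 317, and 3354 FPKM at the same time points. Its log2 change from 0 to 1 HAT was 1.83 in WT and 1.87 in erf71, and from 0 to 6 HAT it was 4.80 in WT and 5.27 in erf71. The libraries of WT at 0.5 and 3 HAT that the paper's methods name were not used here.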

We first performed mRNA sequencing for six samples, i.e., WT and *erf71* for 0, 1, and 6 HAT. 

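OsERF71 (Os06g0194000), the overexpressed gene, had 133, 122, and 187 FPKM in WT and 201, 172, and 264 FPKM in erf71 at 0, 1, and 6 HAT, respectively. The log2 ratio of erf71 to WT was 0.59 at 0 HAT, 0.50 at 1 HAT, and 0.50 at 6 HAT. Among the 25272 genes with at least 1 FPKM in any of the 6 libraries, 509 had a larger ratio than OsERF71 when each gene was taken at its smallest ratio over the 3 time points. When the libraries were scaled by the median ratio of genes above 1 FPKM in every library, the ratio of OsERF71 at 6 HAT was 0.46, the alternative that moved it most.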

We also performed small RNA sequencing and whole-genome bisulfite sequencing to see if small RNAs or methylation have any major regulatory roles under drought stress in addition to TFs. In summary, we generated three types of omics datasets (mRNA-seq, small RNA sequencing, and whole-genome bisulfite sequencing) from the two rice plants at three time points under dehydration stress.

### Gene expression profile comparison between WT and *OsERF71*-overexpressing rice

A total of 18,567 and 18,555 genes with FPKM (Fragments Per Kilobase of exon per Million fragments mapped) greater than 1.0 were present in WT and *erf71* samples, respectively. 

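In WT, 24445 genes had more than 1 FPKM in at least 1 of the 3 libraries, and 18567 genes had more than 1 FPKM in all 3 libraries. In erf71, the corresponding numbers were 24080 and 18555 genes. Of the genes above 1 FPKM in at least 1 library, 23253 were shared by both plants, 1192 were found only in WT, and 827 only in erf71. Library by library, the number of such genes was 22503, 22171, and 20255 in WT and 22350, 22021, and 20108 in erf71 at 0, 1, and 6 HAT, respectively.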

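Over all listed genes, the median expression level was 2.43, 2.22, and 1.36 FPKM in WT and 2.31, 2.14, and 1.31 FPKM in erf71 at 0, 1, and 6 HAT, respectively. Among genes above 1 FPKM in at least 1 of the 2 libraries compared, the median log2 change from 0 to 1 HAT was -0.20 in WT (23788 genes) and -0.12 in erf71 (23251 genes). From 1 to 6 HAT it was -0.41 in WT and -0.38 in erf71, and from 0 to 6 HAT it was -0.60 in WT and -0.53 in erf71. In the 0-to-1 HAT period, 63.4% of these genes were lower at 1 HAT in WT and 63.1% in erf71. Scaling the libraries by the median ratio moved the changes from 0 to 6 HAT most, to -0.14 in both plants, and gave -0.016 in WT and -0.012 in erf71 from 0 to 1 HAT, but this scaling itself centers the typical gene near no change. With the upper quartile, the median log2 change from 0 to 1 HAT was -0.14 in WT and -0.073 in erf71. With the sum of FPKM made equal across libraries, an alternative chosen after the data were seen, the median log2 change from 0 to 1 HAT was -0.0069 in WT and -0.00046 in erf71. Under the same scaling it was -0.35 in WT and -0.39 in erf71 from 0 to 6 HAT.

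**Figure D1:**
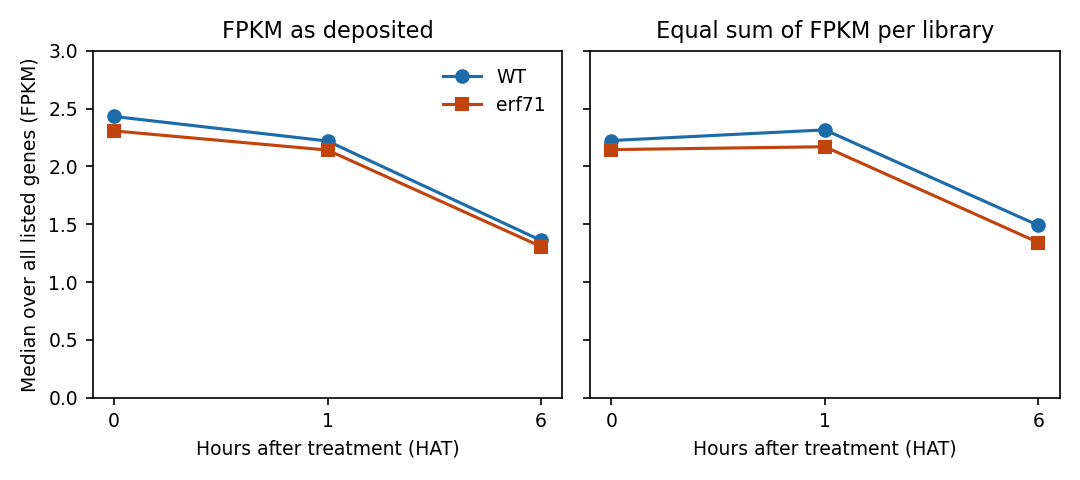
Median over all listed genes in FPKM (y axis) against hours after treatment (x axis), with 1 library per point, for WT (circles) and erf71 (squares). As deposited (left), the WT median was 2.43 FPKM at 0 HAT and 2.22 FPKM at 1 HAT, and with equal sums of FPKM (right) it was 2.22 FPKM and 2.32 FPKM.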

The overall expression level of genes decreased as the dehydration stress continued in both WT and *erf71* (Figure 2A). The *p*-values were 2e-45, 1e-434, 2e-80, and 1e-348 for the paired *t*-tests with H1: W0 > W1, W1 > W6, E0 > E1, and E1 > E6, respectively, where “W” and “E” stand for WT and *erf71*, and “0”, “1,” and “6” stand for 0, 1, and 6 HAT. This observation indicated that both WT and *erf71* responded to dehydration by lowering gene expression levels globally. DEG analysis determined DEGs as genes being differentially expressed with *p* < 0.05 in statistical tests using Cuffdiff (Trapnell et al., 2010) and showed that the number of DEGs increased more than 3-fold between the 0-to-1 HAT period and the 0-to-6 HAT period in both plants (Figure 2B). These two results showed that the transcriptomes of both plants were affected gradually as dehydration stress continued.

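Cuffdiff was not run here, and genes were counted when their FPKM changed at least 2-fold and was at least 1 in at least 1 of the 2 libraries. In WT, 5423 genes changed in the 0-to-1 HAT period, 2506 of them up and 2917 down. In the 0-to-6 HAT period, 12357 genes changed in WT, 3483 of them up and 8874 down. In erf71, 2732 genes changed in the 0-to-1 HAT period (1331 up, 1401 down) and 11734 genes in the 0-to-6 HAT period (3513 up, 8221 down). The count for the 0-to-6 HAT period was 2.28 times that for the 0-to-1 HAT period in WT and 4.30 times in erf71. As a ratio, a 4-fold threshold changed the counts most. For the 0-to-1 and 0-to-6 HAT periods, they became 2146 and 5725 genes in WT and 893 and 5537 genes in erf71, respectively. Without a filter on low values, the erf71 count for the 0-to-1 HAT period moved by more genes, to 5187. The share of up-regulated genes moved with the scaling of the libraries. In WT it was 46.2% in the 0-to-1 HAT period and 28.2% in the 0-to-6 HAT period with FPKM as deposited, and 56.6% and 44.3% with libraries scaled by the median ratio.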

**Figure 2:**
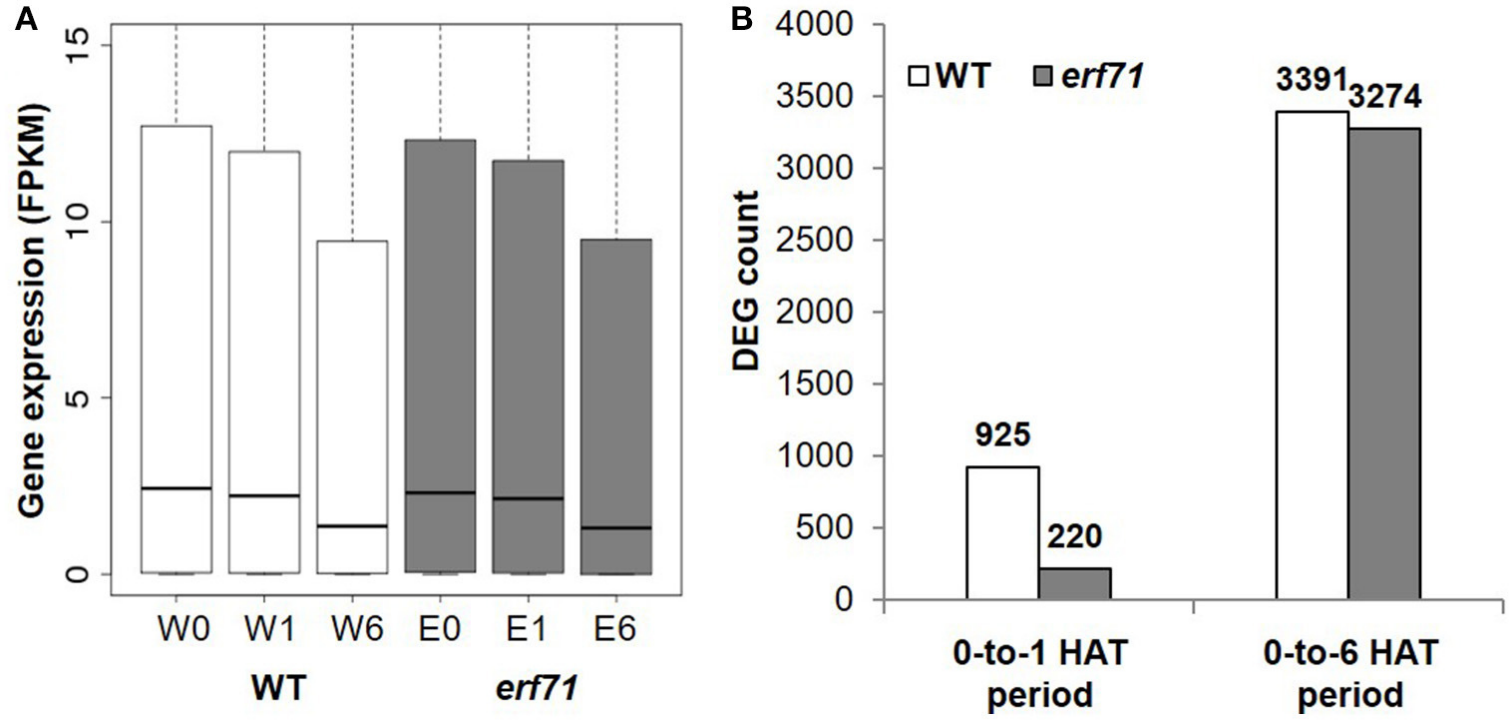
Gene expression profiles under dehydration stress. **(A)** Gene expression levels in FPKM (Fragments Per Kilobase of exon per Million fragments mapped) for six samples (i.e., two plants for three time points): WT (white) and *erf71* (gray) for 0, 1, and 6 h after treatment (HAT). Medians of gene expression (black lines in the center of the boxes) decrease as the dehydration stress continued. **(B)** The number of differentially expressed genes (DEGs) in WT (white) and *erf71* (gray). In the 0-to-1 HAT period, the number of DEGs in the WT (925 genes) is much greater than that in *erf71* (220 genes).

However, *erf71* showed a lesser degree of change in gene expression under dehydration stress in the 0-to-1 HAT period. The decrease in global gene expression in *erf71* was smaller than that in WT with a significance of *p* < 0.05 by paired *t*-test with H1: *log*(W1/W0) < *log*(E1/E0). 

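The log2 change from 0 to 1 HAT in WT was subtracted from that in erf71 for each of 24604 genes above 1 FPKM in at least 1 of the 4 libraries. The median of this difference was 0.05, and 53.5% of the genes were above 0. With equal sums of FPKM the direction changed, to a median of -0.014 with 49.1% of the genes above 0. Scaling by the median ratio, which itself centers the ratio of the typical gene near 0, gave -0.016 (49.0%). Across 16944 genes with at least 5 FPKM in at least 1 of these libraries, the slope of the change in erf71 on the change in WT was 0.224 and Pearson's r was 0.346. For the 0-to-6 HAT period, the slope across 17184 genes was 0.781 and r was 0.799. With FPKM as deposited, the median difference for this later period was 0.08 over 24739 genes, 56.2% of them above 0. The slopes and r are computed across genes, which are not independent replicates. Variation between single libraries in the WT change lowers such a slope. It is therefore no measure of how large the response of erf71 was relative to that of WT.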

Most prominently, the difference in the number of DEGs between WT and *erf71* was more distinctive in the early response phase (i.e., the 0-to-1 HAT period) than in the late response phase (i.e., the 0-to-6 HAT period). The number of DEGs in *erf71* (220 genes) was four times smaller than that in WT (925 genes) in the 0-to-1 HAT period. These results suggest that *erf71* was less sensitive to dehydration stress at the global transcriptome level in the early response phase (i.e., the 0-to-1 HAT period).

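The number of genes that changed at least 2-fold in WT was 1.98 times that in erf71 in the 0-to-1 HAT period and 1.05 times in the 0-to-6 HAT period. For the 0-to-1 HAT period, this ratio ranged from 1.57 without a filter on low values to 2.66 with a minimum of 5 FPKM in at least 1 library. In that period 720 genes were up in both plants, 463 were down in both, and 270 changed in opposite directions. In the 0-to-6 HAT period, 2533 genes were up in both plants, 6263 were down in both, and 198 changed in opposite directions. The balance of shared up- and down-regulated genes depended on the scaling, since the median ratio gave 852 up and 349 down in the 0-to-1 HAT period and 3618 up and 4163 down in the 0-to-6 HAT period. Between WT and erf71 at the same time point, 2760 genes differed at least 2-fold at 0 HAT, before any treatment, 4330 at 1 HAT, and 2424 at 6 HAT. From the smaller decrease and the lower number of DEGs in erf71, the paper proposes that the transcriptome of erf71 was less sensitive to dehydration in the early response phase.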

We next performed a GO enrichment analysis of DEGs in the 0-to-1 HAT period by employing Fisher's exact test. We identified 16 and 10 GO terms being enriched with *p* < 0.05 for WT and *erf71*, respectively. Five GO terms were commonly found in WT and *erf71*, such as “oxidation-reduction process” and “protein ubiquitination”. Eleven GO terms were specific to WT, whereas five were specific to *erf71* (Supplemental Table 1). However, the GO terms that were specifically enriched to WT or *erf71* were not intuitive for elucidating the difference of response between WT and *erf71*, which showed the limitations of the DEG-based analysis. Recent studies reported that network analysis has benefits for analyzing genomics data at the level of individual genes (i.e., DEG analysis) because it considers relationships between genes (Chi et al., 2014) and results are often easier to interpret and potential causal mechanisms can be identified (The Mutation and Pathway Analysis Working Group of the International Cancer Genome, 2015). Thus, we developed and performed a systemic bioinformatics pipeline that utilizes a transcriptional network to characterize the difference in gene expression response between WT and *erf71*. Especially, we focused on gene regulation mechanisms by TFs since our goal was to investigate the transcriptomic influence affected by the overexpression of *OsERF71*, a TF gene.

### Network-based characterization of *OsERF71*-overexpressing rice

The goal of this step was to characterize the differences in gene expression response between WT and *erf71* utilizing a TF-target gene regulatory network (TF network hereafter). In a TF network, nodes are genes (TFs and nonTFs) and edges are connections between TFs and potential target genes including TFs. Our TF network did not include edges between nonTF genes since we focused on transcription-factor-centered regulation. To achieve this goal, we developed and implemented a bioinformatics pipeline for TF network analysis (see “Network-based characterization of *OsERF71* transgenic rice” in Materials and methods).

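The TF-gene pairs examined here were the 1997 pairs in the part of Supplemental Data Set 1 that was used, whose listed correlations ran from 0.8398 to 0.9498. Over the 6 libraries of WT and erf71, Pearson's correlation of FPKM exceeded 0.67 in size for 1994 of these pairs (99.8%), with a median of 0.946. None of the pairs was negatively correlated. When the genes of the same pairs were paired again at random, 88.3% of the pairs exceeded this value on average over 100 pairings. The alternative that moved the share most was a cutoff of 0.8, which 99.4% of the listed pairs passed. The share describes pairs chosen by the paper partly on libraries examined here, and no p-value was computed for a single pair.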

A template TF network was constructed by selecting TF-target gene pairs with strong associations (|PCCs| > 0.67) in eight mRNA-seq data sets from our experiment and in 1,893 microarray data sets in the public domain. Differences in gene expression levels (i.e., log_2_ fold change) were then assigned to the genes in the network. Figures 3A,B shows the constructed dehydration TF networks of WT and *erf71*, respectively, where red/blue dots denote up/down-regulated genes before and after dehydration stress (i.e., 0 HAT vs. 1 HAT). Figure 3C shows a phenotype-differential TF network where red/blue dots denote relatively differentially regulated genes between WT and *erf71*. In other words, red dots indicate genes that are relatively up-regulated (more up-regulated or less down-regulated) in *erf71* under dehydration stress.

**Figure 3:**
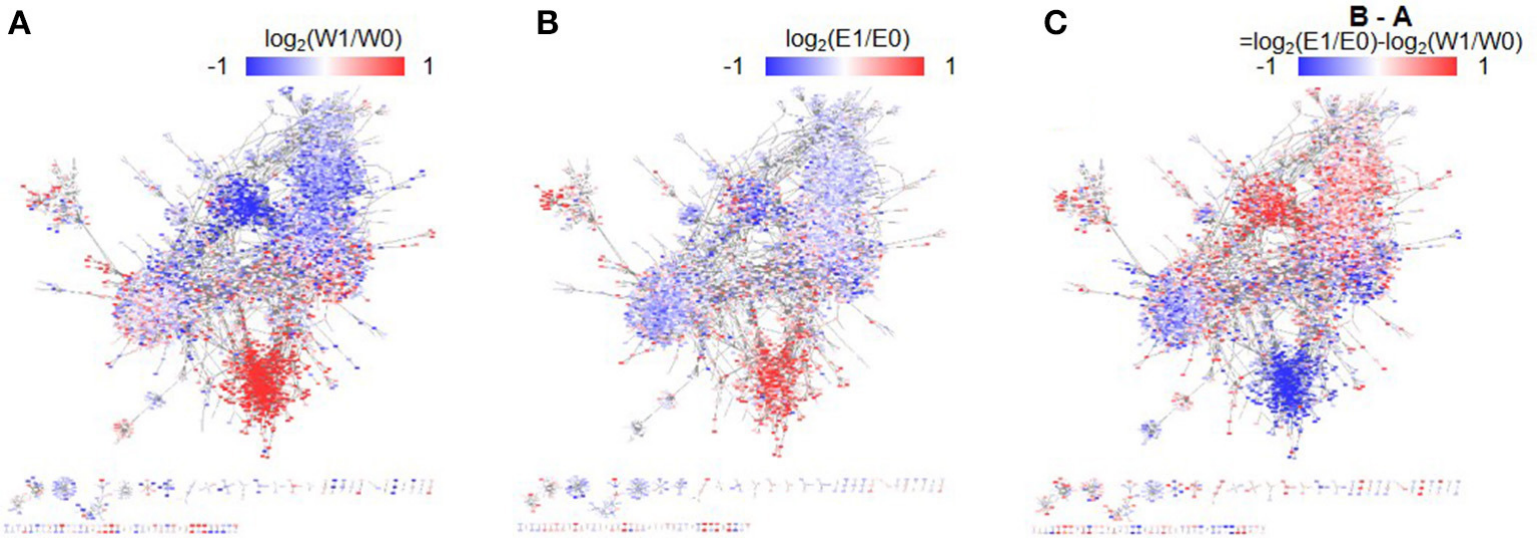
Phenotype-differential dehydration transcription factor (TF) networks. The three dehydration differential networks were instantiated by mapping gene expression differences to node values of the dehydration TF network. The node values are represented by red-white-blue-gradation. The two time-point differential networks **(A,B)** were instantiated by mapping gene expression differences between time points, such as log_2_(W1/W0) and log_2_(E1/E0), respectively, where “W” and “E” stand for WT and *erf71*, and “0”, “1”, and “6” stand for 0, 1, and 6 h after treatment. In these networks, the red/blue color represents up-/down-regulation of gene expression under dehydration stress. A phenotype-differential network **(C)** was instantiated by mapping gene expression differences between the two rice plants, such as log_2_(E1/E0)-log_2_(W1/W0). In this network, the red/blue color represents relative up-/down-regulation of gene expression in *erf71* compared with WT. The dehydration differential TF networks showed gene cluster structures distinctively, where a gene cluster indicates a sub-network with member genes highly connected to each other. They also showed a trend that member genes within gene clusters had common gene expression difference patterns.

We divided the TF network into 88 gene clusters by grouping highly connected genes into a cluster by a graph-based network clustering algorithm. We then characterized each cluster by differential gene expression and GO enrichment tests. Finally, we identified five gene clusters, with 713, 1,363, 537, 1,586, and 1,605 genes, showing high-level significance (*p* < e-9) in both tests. 

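Module membership was read from the parts of Supplemental Data Sets 1 and 2 that were used here. They name 553 of the 713 genes of Module 1 (77.6%), 465 of the 1363 genes of Module 2 (34.1%), 43 of the 537 genes of Module 3 (8.01%), 972 of the 1586 genes of Module 4 (61.3%), and 478 of the 1605 genes of Module 5 (29.8%). Of these listed members, 108, 45, 10, 48, and 37 were TFs in Modules 1 to 5, respectively, and each had a value in the FPKM table. The pairs used from Supplemental Data Set 1 were sorted by falling correlation from its highest value, so the listed members were not a random part of each module.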

We designated the five clusters as “modules.” Figure 4 shows the characteristics of the five modules—plots of the expression levels, the position in the TF-TG network, and the results of GO enrichment tests.

**Figure 4:**
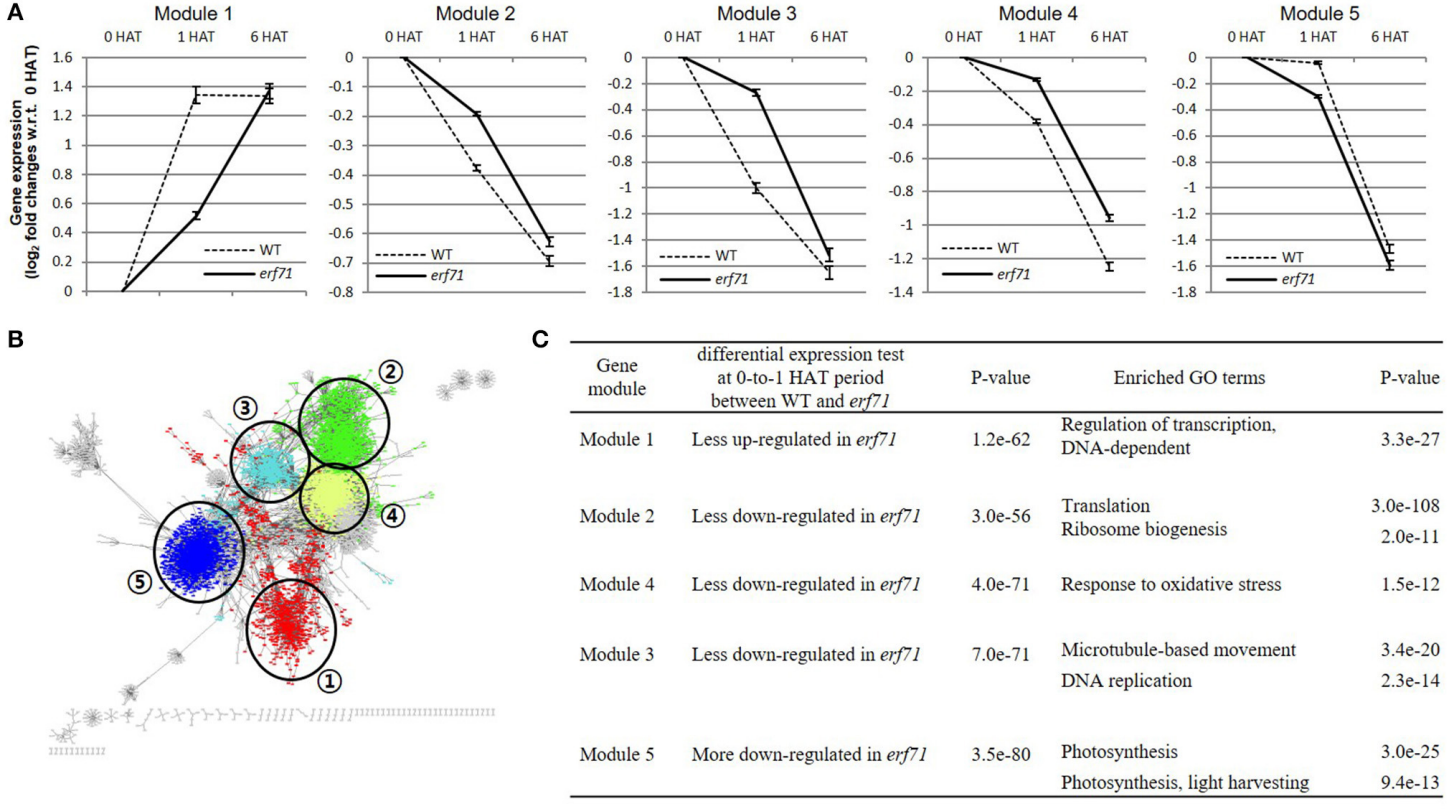
**(A)** Gene expression levels of the five differentially expressed modules. The y-axis shows the mean log_2_ fold change in gene expression level with respect to the 0 h after treatment (HAT) time point. Error bars are standard error of the means (SEMs). Module 1 was up-regulated in both types of rice but less so in *erf71*. Modules 2, 3, and 4 were down-regulated in both types of rice but less down-regulated in *erf71*. Module 5 was down-regulated in both types of rice but more down-regulated in *erf71*. **(B)** Module structures of the five modules with different colors in the dehydration network. Numbers in circles represents each module. **(C)** Results of the differential expression test and the gene ontology (GO) enrichment test of the five gene modules. The differential expression test of each module was performed using a *t*-test at 0-to-1 HAT between WT and *erf71*. The GO enrichment test was performed by Fisher's exact test. A *p*-value cutoff (*p* < 10^−9^) was used to decide differential expression and enriched GO terms.

As shown in Figure 4A, the mean expression levels of the five modules were changed in one direction (i.e., increased or decreased) as dehydration stress continued in both rice plants, but the degree of change was different between the two rice plants. Module 1 was up-regulated in both types of rice but less up-regulated in *erf71*. 

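The mean log2 change of the 553 listed Module 1 genes from 0 to 1 HAT was 1.23 in WT (SEM over genes 0.07) and 0.53 in erf71 (SEM over genes 0.03). From 0 to 6 HAT it was 1.54 in WT and 1.61 in erf71, each with an SEM over genes of 0.06. Each of these means was higher than those of all the random lists. The paper linked the genes of every module partly by correlation across libraries examined here, so members tend to move together. A place outside random lists of genes not chosen in this way is therefore no separate check of a module's response. The difference, erf71 minus WT, was -0.71 in the 0-to-1 HAT period, lower than in all the random lists. The median over genes moved the changes from 0 to 1 HAT most, to 0.72 in WT and 0.31 in erf71. For the 0-to-6 HAT period the difference was 0.07, and its direction changed to -0.0059 with libraries scaled by the median ratio and to -0.05 with equal sums of FPKM. The paper chose its modules partly by their difference between WT and erf71 in the 0-to-1 HAT period, so the percentiles of that difference describe genes chosen for it. Genes of one module are not independent replicates, and the SEM describes their spread only.

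**Figure D2:**
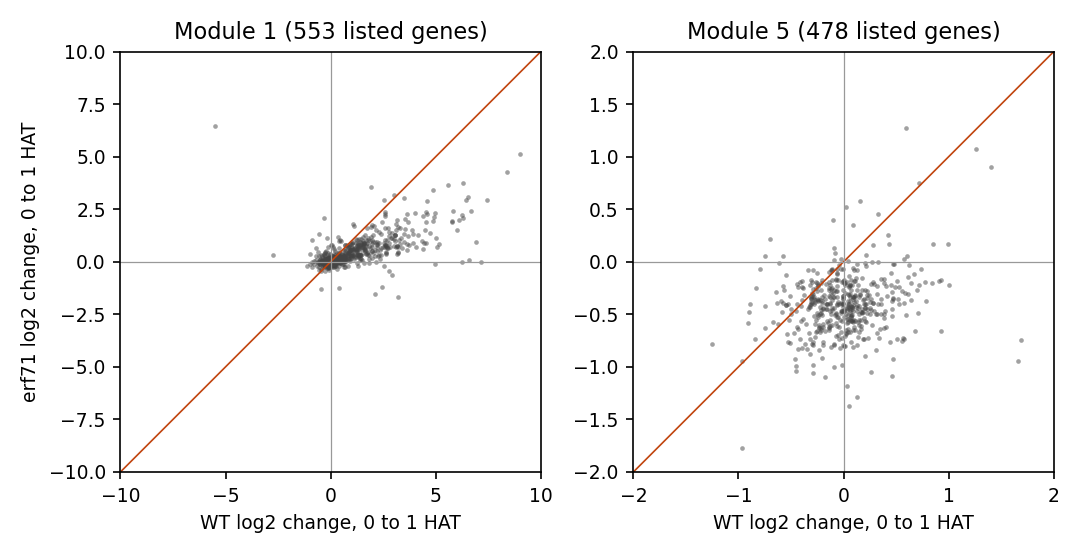
Log2 change from 0 to 1 HAT in erf71 (y axis) against that in WT (x axis) for the listed genes of Module 1 (left) and Module 5 (right), with 1 point per gene and a diagonal of equal change. Below the diagonal, where the change was lower in erf71, lie 400 of the 553 genes of Module 1 and 408 of the 478 genes of Module 5.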

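The 465 listed Module 2 genes had a mean log2 change of -0.33 in WT and -0.21 in erf71 from 0 to 1 HAT, and of -0.64 in WT and -0.62 in erf71 from 0 to 6 HAT. For the 43 listed Module 3 genes, the means were -1.73 in WT and -0.52 in erf71 at 1 HAT and -2.80 in WT and -2.78 in erf71 at 6 HAT. For the 972 listed Module 4 genes, they were -0.51 in WT and -0.17 in erf71 at 1 HAT and -2.01 in WT and -1.65 in erf71 at 6 HAT. The highest percentile of any of these means among the random lists was 0.88, for Module 4 in erf71 at 1 HAT. These percentiles depended on the processing, and with plain ratios of genes above 0 in the libraries compared they were 22.0 for Module 4 in erf71 at 1 HAT and between 4.43 and 8.26 for Module 2. The difference between the plants in the 0-to-1 HAT period, erf71 minus WT, was 0.12 for Module 2 (percentile 98.7), 1.21 for Module 3 (percentile 100), and 0.34 for Module 4 (percentile 100). In the 0-to-6 HAT period it was 0.02 for Module 2, 0.02 for Module 3, and 0.36 for Module 4. For Modules 2 and 3 the direction of this later difference changed with the scaling, to -0.06 for both with the median ratio and to -0.09 for both with equal sums of FPKM.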

Modules 2, 3, and 4 were down-regulated in both types of rice but less down-regulated in *erf71*. 

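The mean log2 change of the 478 listed Module 5 genes from 0 to 1 HAT was 0.0054 in WT (percentile 82.2 among the random lists) and -0.41 in erf71 (percentile 0). The direction in WT depended on the summary, since the median over genes was -0.0030. That median was at percentile 100 among the medians of the random lists. With libraries scaled by the median ratio the mean in WT was 0.18. From 0 to 6 HAT the mean was -2.24 in WT and -2.58 in erf71, below all the random lists in both plants. The difference, erf71 minus WT, was -0.41 in the 0-to-1 HAT period and -0.34 in the 0-to-6 HAT period.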

Module 5 was down-regulated in both types of rice but more down-regulated in *erf71*.

The results of GO enrichment analysis showed that each module had different enriched GO biological process terms. Module 1 included drought-response-related TFs. A majority of genes in Module 2 were related to translation; most of the genes in Module 3 were related to response to oxidative stress; Module 4 included genes with diverse functions but many genes were related to the cell division cycle; and a large number of genes in Module 5 were related to photosynthesis. Figure 4C summarizes the results of the differential gene expression test and GO terms enrichment test for the five modules. The next section presents detailed analysis on each module.

### Analysis of module 1: drought-response-related TFs are up-regulated less in *OsERF71*-overexpressing rice

The GO term highly enriched in Module 1 was DNA-dependent regulation of transcription (GO:0006355). According to the TF list obtained from the plant TF special database, PlantTFDB (Jin et al., 2014), about a fifth of the genes in Module 1 (143/713) consisted of TFs: WRKY (27), ERF (23), NAC (17), C2H2 (10), bZIP (9), bHLH (7), MYB (6), GRAS (6), HSF (5), MYB related (5), Trihelix (4), C3H (4), HD-ZIP (2), Dof (2), NF-YB (2), SBP (2), G2-like (2), ARR-B (2), NF-YC (1), CO-like (1), RAV (1), CAMTA (1), VOZ (1), ARF (1), CPP (1), and DBB (1), where the numbers in parentheses indicate the number of genes included in the module. Among them, TF families, such as WRKY, ERF, NAC, C2H2, bZIP, bHLH, and MYB are well-known drought-stress-related TF families (Chen et al., 2012; Mizoi et al., 2012; Nakashima et al., 2012, 2014; Lindemose et al., 2013; Singh and Laxmi, 2015). Moreover, alterations in the expression of 10 TFs in Module 1, Os01g0797600 (*OsAP37*) (Oh et al., 2009), Os01g0968800 (*OsDREB1F*) (Wang et al., 2008), Os02g0654700 (*OsAP59*) (Oh et al., 2009), Os03g0741100 (*OsbHLH148*) (Seo et al., 2011), Os03g0815100 (*SNAC1*) (Hu et al., 2006), Os03g0820300 (*ZFP182*) (Zhang H. et al., 2012), Os05g0322900 (*OsWRKY45*) (Qiu and Yu, 2009), Os11g0127600 (*ONAC045*) (Zheng et al., 2009), Os11g0184900 (*OsNAC5*) (Song et al., 2011), and Os12g0583700 (*ZFP252*) (Xu et al., 2008), have already been reported to produce drought-resistant phenotypes.

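Of these 10 TFs, 7 were among the listed members of Module 1, and 9 had values above 0 in the libraries compared. All 9 increased from 0 to 1 HAT in both plants, with a smaller log2 change in erf71 than in WT. The increase was at least 2-fold for 7 of them in WT and for 4 in erf71. OsbHLH148 (Os03g0741100) increased from 7.95 to 443 FPKM in WT, a log2 change of 5.78, and from 10.1 to 38.5 FPKM in erf71, a log2 change of 1.92. OsAP59 (Os02g0654700) increased from 9.04 to 193 FPKM in WT and from 6.03 to 18.3 FPKM in erf71. SNAC1 (Os03g0815100) had a log2 change of 3.48 in WT and 1.33 in erf71. The plants differed least for ONAC045 (Os11g0127600), whose log2 change was 0.38 in WT and 0.30 in erf71. OsDREB1F (Os01g0968800) was listed at 0 in WT at 0 HAT and in the 3 libraries of erf71, and had 0.926 FPKM in WT at 1 HAT.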

We conducted RT-PCR experiments to confirm the expression levels of the TFs in Module 1 that have not yet been documented to affect drought resistance. Among them, eight TF genes, Os02g0764700 (*OsERF103*), Os03g0180900 (*TIFY11C, OsJAZ2*), Os03g0327100 (*ONAC039, OsCUC1*), Os03g0820400 (*ZFP15*), Os04g0671800 (*OsC3H32*), Os04g0676700, Os06g0670300, and Os12g0123800 (*ONAC132, ONAC300*), were shown to be up-regulated in both plants but less up-regulated in *erf71* during the 0-to-1 HAT period in response to drought stress (Supplemental Figure 2). Os03g0180900 (*TIFY11C, OsJAZ2*) is a gene of the JAZ family that contains a well-conserved domain called ZIM or TIFY (Vanholme et al., 2007). It was induced under drought stress and also by the overexpression of *OsbHLH148*, a gene that causes drought tolerance when overexpressed. Also, *OsJAZ2* exhibited a weak interaction with *OsbHLH148* and has been proposed to target activation of *OsbHLH148* (Seo et al., 2011). Os03g0327100 (*ONAC039, OsCUC1*) and Os12g0123800 (*ONAC132, ONAC300*) were reported to be responsive to drought, salt, and cold stress (Fang et al., 2008). These results show that the eight TFs were differentially regulated in WT and *erf71* during the 0-to-1 HAT period and putatively related to the drought-resistance mechanism.

Genes in Module 1 were up-regulated in both WT and *erf71*, and Module 1 was the only up-regulated module among all five modules. As overall gene expression levels decreased with continued dehydration stress, indicating the suppression of various activities, up-regulation was a relatively unexpected phenomenon. We found that Module 1 contained many up-regulated DEGs (31 up-DEGs among total 112 up-DEGs in both plants in the 0-to-1 HAT period) with a significance level of *p* < 1.0e-23 by Fisher's exact test. 

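Among the 553 listed members of Module 1, 243 (43.9%) were up at least 2-fold in WT in the 0-to-1 HAT period, 92 (16.6%) in erf71, and 83 (15.0%) in both plants. Random lists matched on mean expression held 52.9, 28.2, and 20.4 such genes on average, respectively, and each of the 3 counts was higher than in all of them. With a 4-fold threshold, the alternative that moved them most, the counts were 134 in WT, 27 in erf71, and 24 in both plants.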

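The 108 listed TFs of Module 1 had a mean log2 change from 0 to 1 HAT of 1.69 in WT and 0.55 in erf71, and the 445 listed nonTFs of 1.12 in WT and 0.52 in erf71. At 6 HAT the mean was 1.88 in WT and 1.78 in erf71 for the TFs and 1.46 in WT and 1.58 in erf71 for the nonTFs. Of the 8 TFs that the paper also followed by RT-PCR, 7 had values above 0 in all the mRNA-seq libraries compared. All 7 increased from 0 to 1 HAT in WT and 6 increased in erf71, and for 6 of them the change was lower in erf71. ZFP15 (Os03g0820400) increased from 1.47 to 101 FPKM in WT and from 6.77 to 19.6 FPKM in erf71. Os04g0676700 had a log2 change of 0.83 in WT and -0.19 in erf71, and OsC3H32 (Os04g0671800) had 0.22 in both plants. OsERF103 (Os02g0764700) was listed at 0 in WT at 0 HAT and had 17.3 FPKM at 1 HAT, and in erf71 it increased from 0.405 to 3.73 FPKM.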

In summary, the expression level of TF genes was increased in our dehydration response network, and those TF genes seemed to form a modular structure in the network clustering analysis, suggesting that there might be particular biological functions of the TF module. This observation needs further investigation, which was beyond the scope of this study.

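The FPKM of OsERF71 was compared with those of Os03g0701700, Os10g0346600, and Os11g0157200 across the 6 libraries of WT and erf71, as 3 of 6 relations tested with two-sided exact permutation tests and Benjamini-Hochberg adjustment. With Os10g0346600, Pearson's r was 0.920 (exact permutation p = 0.00694, adjusted p = 0.0417) and Spearman's rho was 0.886 (exact permutation p = 0.0333, adjusted p = 0.1). Without the 2 libraries farthest from the median of OsERF71, r was 0.948. With Os03g0701700, r was 0.826 (exact permutation p = 0.0417, adjusted p = 0.125) and rho was 0.886 (exact permutation p = 0.0333, adjusted p = 0.1), and r was 0.384 without the same 2 libraries. With Os11g0157200, r was 0.749 (exact permutation p = 0.128, adjusted p = 0.256) and rho was 0.257 (exact permutation p = 0.658, adjusted p = 0.79), and r without the 2 libraries was 0.265. These relations pool 2 plants at the same 3 time points, so they also hold any offset between the plants. With plant means removed and values permuted within each plant, an alternative chosen after the data were seen, r was 0.844 for Os10g0346600 (exact permutation p = 0.0556, adjusted p = 0.111), 0.993 for Os03g0701700 (exact permutation p = 0.0278, adjusted p = 0.0833), and 0.959 for Os11g0157200 (exact permutation p = 0.0833, adjusted p = 0.125). The smallest p-value that the 36 permutations can give is 0.0278. The paper linked these 3 genes to OsERF71 partly by correlation across its mRNA-seq libraries, which include the 6 examined here. A high r is therefore partly built in, and none of these p-values is a separate check of the links.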

*OsERF71*, the overexpressed gene, was present in Module 1 and it had three direct neighbors (Os03g0701700, Os10g0346600, and Os11g0157200) in the module. Genes in Module 1 were directly connected to the transgene, unlike those in the other modules.

Although gene expression levels increased in Module 1, the degree of change differed between WT and *erf71*. 

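At 0 HAT, the mean log2 ratio of erf71 to WT over the listed Module 1 genes was 0.03, at percentile 92.9 of the random lists. It was -0.68 at 1 HAT (percentile 0) and 0.10 at 6 HAT (percentile 99.4). In the 0-to-1 HAT period 75.6% of the listed genes increased in WT and 79.2% in erf71.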

Gene expression increased less in *erf71* in the early response phase (i.e., the 0-to-1 HAT period). This trend, relatively small gene expression changes in *erf71* in the early response phase, was observed consistently in the results of other analyses: the number of DEGs was smaller in *erf71*, and the magnitude of change in expression was smaller for genes in Modules 2, 3, and 4 and globally during the 0-to-1 HAT period.

### Analysis of modules 2, 3, and 4: critical survival-related genes are maintained

Three modules, Module 2, Module 3, and Module 4, included genes that were relatively up-regulated in *erf71* compared with WT. 

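In the 0-to-1 HAT period, the change was higher in erf71 than in WT for 312 of the 465 listed genes of Module 2, 38 of the 43 of Module 3, and 699 of the 972 of Module 4. At 6 HAT relative to 0 HAT it was higher for 251, 25, and 698 of them, respectively. The mean log2 ratio of erf71 to WT for Module 3 was 0.11 at 0 HAT, 1.32 at 1 HAT, and 0.13 at 6 HAT. For Module 4 it was -0.55 at 0 HAT, -0.22 at 1 HAT, and -0.19 at 6 HAT, each lower than in all the random lists, so that the level in erf71 was below that in WT at every time point. For Module 2 it was -0.05, 0.07, and -0.03 at 0, 1, and 6 HAT, respectively.

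**Figure D3:**
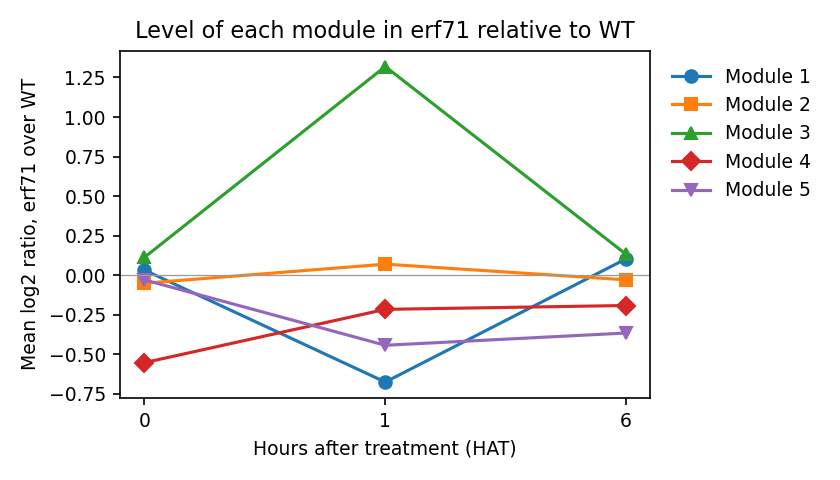
Mean log2 ratio of erf71 to WT over the listed genes of each module (y axis) at 0, 1, and 6 HAT (x axis), with 1 library of each plant behind every point. Module 3 rises from 0.11 to 1.32 between 0 and 1 HAT, and Module 4 stays below 0 at the 3 time points.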

The enriched GO terms were genetic information processing and translation for Module 2; response to oxidative stress for Module 3; and cell cycle for Module 4. All significantly enriched GO terms were commonly related to essential biological processes for sustaining life.

In Module 3, 54 genes were related to oxidative reduction (GO:0055114) while 23 were related to response to oxidative stress (GO:0006979). Oxidation is closely related to water deficiency tolerance in plants. In particular, reactive oxygen species (ROS) are known to be overproduced in response to abiotic stress. ROS are highly reactive and toxic, causing damage to proteins, lipids, carbohydrates, and DNA when they exceed the cell's antioxidant removal capacity (Miyamoto et al., 2003; Gill and Tuteja, 2010). Since those genes in *erf71* were down-regulated to a lesser extent than in WT, it is possible that *erf71* is more capable of detoxifying the rising level of oxidation, preventing severe damage to the plant.

### Analysis of module 5: expression of genes that are related to photosynthesis is down-regulated further

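The mean log2 ratio of erf71 to WT over the listed Module 5 genes was -0.03 at 0 HAT (percentile 31.0 of the random lists), -0.44 at 1 HAT (percentile 0), and -0.37 at 6 HAT (percentile 0). From 0 to 1 HAT, 49.6% of the genes increased in WT and 5.23% in erf71. The change from 0 to 6 HAT was lower in erf71 for 346 of the 478 genes.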

Module 5 consisted of genes that were down-regulated more in *erf71* compared with WT. The significant GO terms enriched in the module were related to photosynthesis (*p* < e-13). During photosynthesis, the plant synthesizes chemical compounds using energy from light. However, such photosynthetic metabolic processes require energy use by the plant. For example, toxic elements are generated as a subsidiary product that must be detoxified, requiring the production of anti-toxic elements by the plant. Thus, maintaining such photosynthetic metabolism during a critical situation, such as dehydration, will hinder the survival of the plant (Ramachandra Reddy et al., 2004). In our analysis, *erf71* transgenic rice showed strong down-regulation of gene expression levels of photosynthetic genes compared with WT, suggesting that *erf71* was possibly able to shut down photosynthesis mechanisms in response to dehydration stress.

### Photosynthesis is suppressed physiologically further in *OsERF71*-overexpressing rice

Smaller changes in gene expression in *erf71* in the early response phase (i.e., the 0-to-1 HAT period) were observed consistently. For instance, the number of DEGs was smaller in *erf71*, and the magnitude of the decrease in expression was smaller in *erf71* when considering all genes. TF network analysis also showed that genes in Modules 2, 3, and 4 were related to survival-associated biological functions under stress conditions, such as microtubule-based movement, translation, and response to oxidative stress, and these were down-regulated less in *erf71* compared with WT. This observation is intuitive since maintaining gene expression levels of survival-related genes promotes the dehydration-resistant phenotype. However, genes in Module 5 that were related to photosynthesis showed a greater response in *erf71* (i.e., the genes in Module 5 were down-regulated more in *erf71*). Since this was a key observation in this study, we measured the photosynthetic levels of WT and *erf71* plants under dehydration stress through an experiment at the physiological level. The experiment confirmed that net photosynthesis levels decreased in both plants but with greater magnitude (2-fold) in *erf71* (Figure 5).

**Figure 5:**
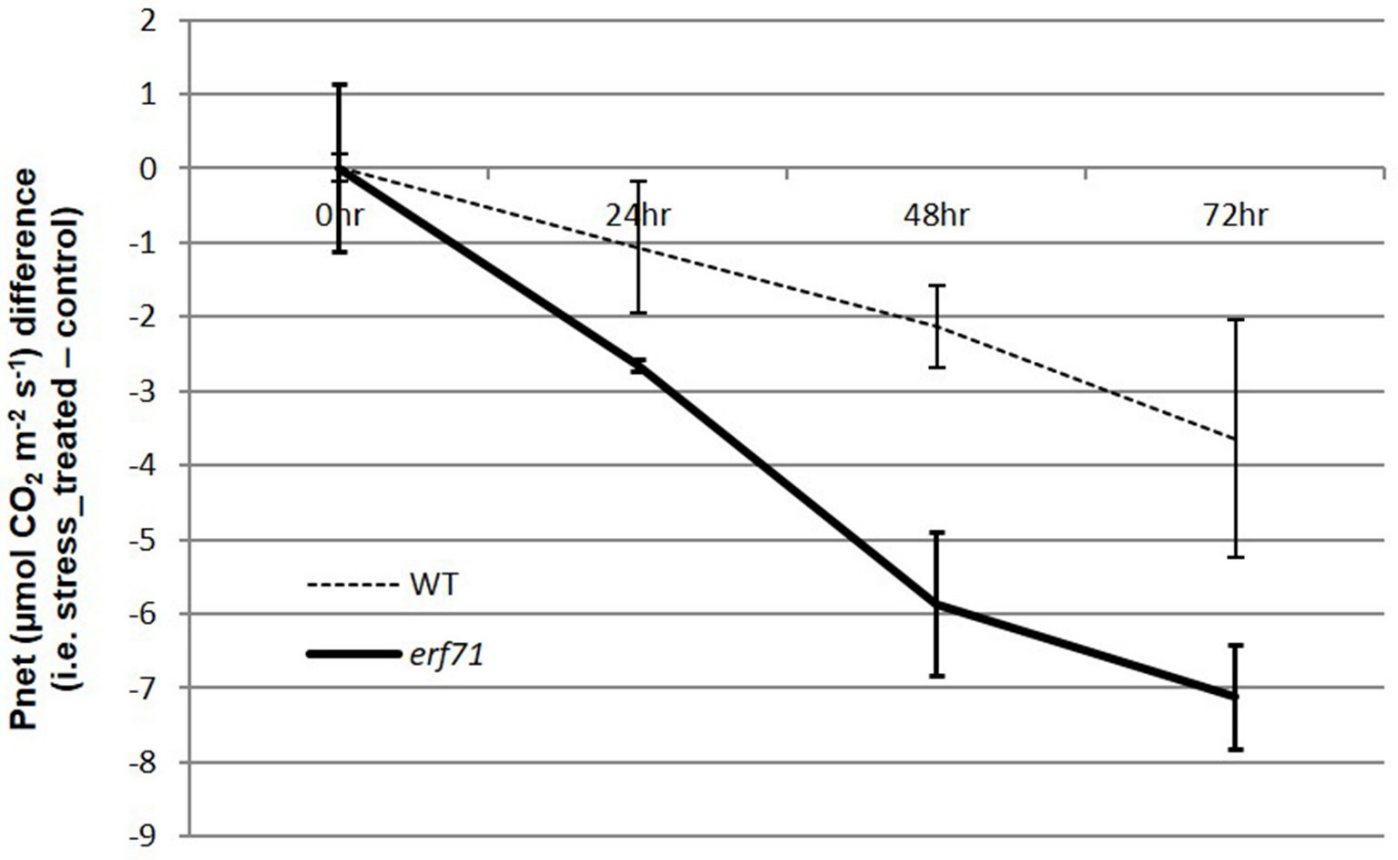
Differences in net photosynthesis levels in WT and *erf71* plants under drought stress treatment. The net photosynthesis levels were measured for WT and *erf71* at four time points under drought stress and then normalized with respect to the control sample (i.e., stress treated sample–control sample). Error bars are pooled standard error of the means (pooled SEMs). The net photosynthesis level was down-regulated in both types of rice but more so in *erf71*.

### *OsERF71* cascade tree analysis at 1 and 6 HAT

We investigated the effects of overexpression of *OsERF71* in *erf71* by converting the differential TF regulatory network of five gene modules described in the previous section into an *OsERF71*-transgene cascade tree. The *OsERF71*-transgene cascade tree is a tree graph structure with *OsERF71* as the root node and putative downstream genes in the five modules as child nodes. The network was transformed into a tree by applying the single-source shortest TF regulatory path strategy (see “Constructing TF cascade tree with *OsERF71* as the root node from dehydration differential TF networks” in Materials and methods). The resulting *OsERF71* cascade tree is shown in Figure 6. We defined “depth” in the tree as the number of edges in the shortest path from *OsERF71* to the gene. Small-world networks are known to have a property called six degrees of seperation, in which all nodes in the network are connected to each other within a few steps. The cascade tree preserves this property since *OsERF71* is connected to all the genes within six depth levels in our cascade tree. In addition, we found in the cascade tree, major paths starting at the *OsERF71* transgene followed by regulatory hub TFs. Here, regulatory hub TFs (described by the large rectangle nodes in Figure 6) indicated transcription factors that had a large number of genes (more than 200 genes) in their downstream in the cascade tree. Moreover, we observed that there were nine dominant major paths covering the majority of genes of each module in the cascade tree. For instance, 79% of the genes in Module 5 were downstream of two major regulatory paths. One of the paths included 56% of the genes of Module 5. 

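Along the chain from OsERF71 through Os07g0583700 and Os03g0854500 to Os06g0105800, each gene was compared with the next across the 6 libraries, as the other 3 of the 6 relations. Between OsERF71 and Os07g0583700, Pearson's r was 0.516 (exact permutation p = 0.264, adjusted p = 0.396) and Spearman's rho was 0.771 (exact permutation p = 0.103, adjusted p = 0.206). Between Os07g0583700 and Os03g0854500, r was 0.346 (exact permutation p = 0.531, adjusted p = 0.637) and rho was 0.143 (exact permutation p = 0.803, adjusted p = 0.803). Between Os03g0854500 and Os06g0105800, r was 0.258 (exact permutation p = 0.661, adjusted p = 0.661) and rho was 0.257 (exact permutation p = 0.658, adjusted p = 0.79). Without the 2 libraries farthest from the median of the first gene of each pair, r was 0.427, 0.322, and 0.272, respectively. Within plants, r was 0.721 (exact permutation p = 0.0278, adjusted p = 0.0833), 0.500 (exact permutation p = 0.472, adjusted p = 0.567), and 0.295 (exact permutation p = 0.667, adjusted p = 0.667), respectively.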

The upstream of the path consisted of a chain of hub TFs, Os06g0194000, Os07g0583700, Os03g0854500, and Os06g0105800, which are tagged by numbers 1, 2, 3, and 4 in Figure 6. The major regulatory paths are summarized in Table 1. We discuss regulation of the modules in detail in “Potential regulatory paths to the five functional modules” in the Discussion.

**Figure 6:**
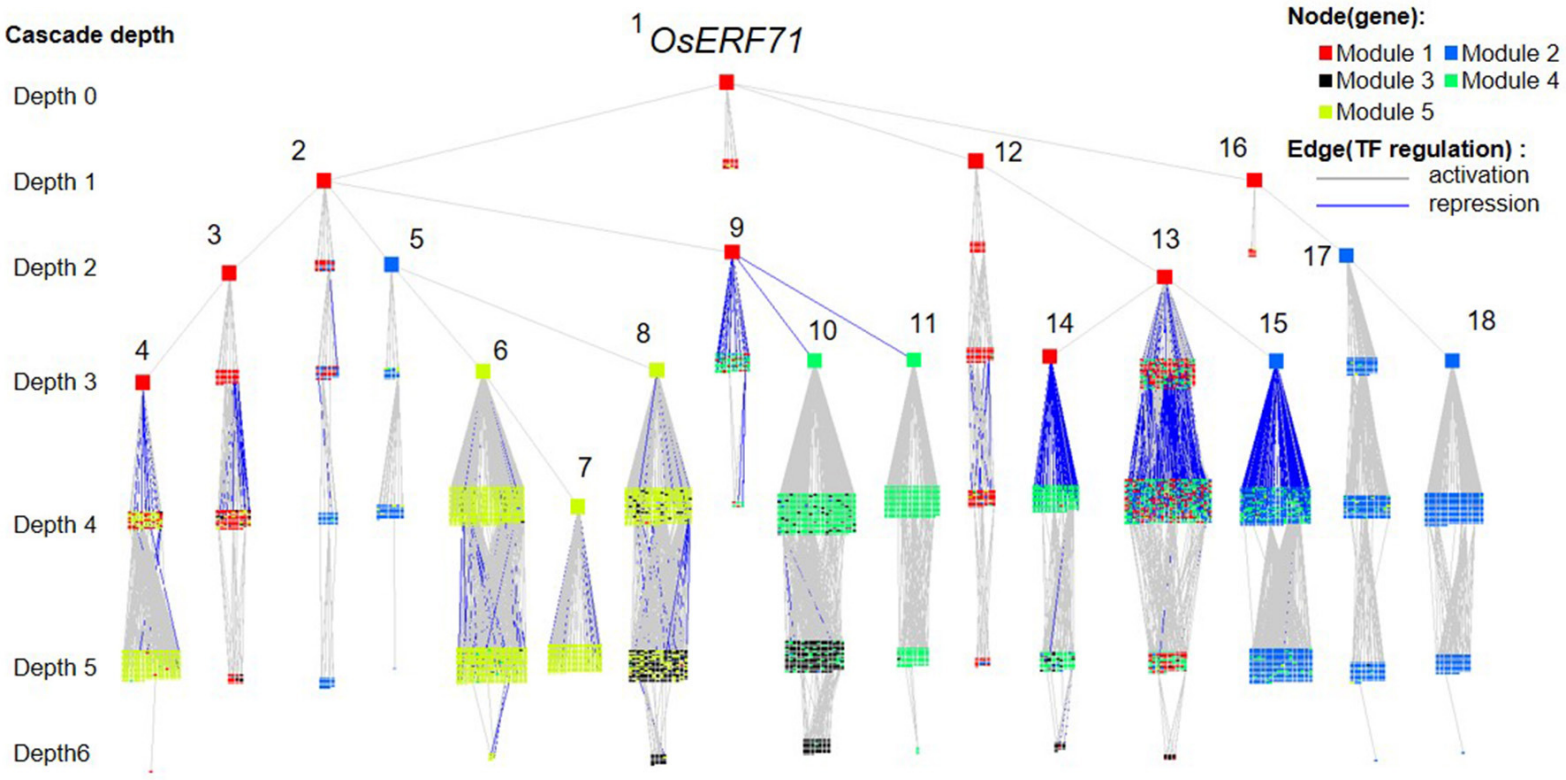
*OsERF71* cascade tree. This tree structure network was created by transforming the transcription factor (TF) regulatory network in Figure 3 into an *OsERF71*-rooted cascade tree. Nodes (*n* = 5,804) are TF or nonTF genes that are colored according to modules. Edges are TF regulatory relationships between pairs of genes that are colored according to positive/negative correlation. The cascade depth level on the left indicates the number of edges in the shortest path from *OsERF71* to that point. Hub TFs that have more than 200 genes in their downstream are highlighted by using large node sizes with gene numbers from 1 to 18, whose corresponding gene IDs are Os06g0194000, Os07g0583700, Os08g0157900, Os04g0543500, Os03g0854500, Os06g0105800, Os03g0711100, Os03g0680800, Os03g0795900, Os06g0140400, Os01g0211800, Os12g0597700, Os03g0318600, Os04g0676700, Os10g0561400, Os06g0152200, Os11g0544700, and Os07g0496300, respectively. This network shows a holistic picture of potential regulatory paths to the five gene modules.

**Table 1:** The major regulatory paths to the five modules that were observed in the *OsERF71* cascade tree. Nine major regulatory paths that covered more than 10% of genes in the modules were observed in the *OsERF71* cascade tree.

**No**	**Gene number**	**Gene ID**	**Gene descriptions**	**Coverage (% of Module)**	**The most significantGO term**	***P*-value**
1	**1**	**Os06g0194000**	***OsERF71***	66 % of Module 1	Translation	2.1e-55
	**12**	**Os12g0597700**	**Similar to WRKY2**			
2	**1**	**Os06g0194000**	***OsERF71***	21 % of Module 1	Translation	1.4e-10
	**2**	**Os07g0583700**	**WRKY transcription factor 78**			
	**3**	**Os08g0157900**	**Similar to NAM protein**			
3	**1**	**Os06g0194000**	***OsERF71***	56 % of Module 5	Photosynthesis	2.6e-21
	**2**	**Os07g0583700**	**WRKY transcription factor 78**			
	5	Os03g0854500	Similar to Heat shock transcription factor 31			
	6	Os06g0105800	Homeodomain-like containing protein.			
4	**1**	**Os06g0194000**	***OsERF71***	23 % of Module 537 % of Module 3	Citrate transport	3.9e-04
	**2**	**Os07g0583700**	**WRKY transcription factor 78**			
	5	Os03g0854500	Similar to Heat shock transcription factor 31			
	8	Os03g0680800	Similar to cDNA clone: J013124I05			
5	**1**	**Os06g0194000**	***OsERF71***	46 % of Module 2	Translation	7.9e-10
	**16**	**Os06g0152200**	**Zinc-finger protein R2931**			
	17	Os11g0544700	Repressor protein.			
6	**1**	**Os06g0194000**	***OsERF71***	35 % of Module 2	Translation	2.4e-100
	**12**	**Os12g0597700**	**Similar to WRKY2**			
	**13**	**Os03g0318600**	**Similar to Transcription factor HBP-1b**			
	15	Os10g0561400	Similar to Transcription factor MYBS3.			
7	**1**	**Os06g0194000**	***OsERF71***	51 % of Module 327 % of Module 4	Response to oxidative stress	1.9e-12
	**2**	**Os07g0583700t**	**WRKY transcription factor 78**			
	**9**	**Os03g0795900**	**Similar to Heat shock transcription factor 31**			
	10	Os06g0140400	Similar to HAHB-6			
8	**1**	**Os06g0194000**	***OsERF71***	19 % of Module 4	Lipid metabolic process	2.3e-05
	**2**	**Os07g0583700**	**WRKY transcription factor 78**			
	**9**	**Os03g0795900**	**Similar to Heat shock transcription factor 31**			
	11	Os01g0211800	Similar to VirE2-interacting protein VIP1.			
9	**1**	**Os06g0194000**	***OsERF71***	14 % of Module 4	DNA replication	2.3e-06
	**12**	**Os12g0597700**	**Similar to WRKY2**			
	**13**	**Os03g0318600**	**Similar to Transcription factor HBP-1b**			
	**14**	**Os04g0676700**	**Similar to H0101F08.8 protein**			

*Gene numbers in the second column indicate the numbers given in Figure 6. The gene IDs of TFs in the paths are shown in the third column, where bold text indicates that the genes belong to Module 1. The most enriched GO term and its p-value for the downstream genes in each regulatory path are described in right-most column*.

### Multi-omics data analysis of differential network modules

The TF network analysis suggested that the five modules in the dehydration TF network were differentially expressed between WT and *erf71* in response to dehydration stress. To further investigate the regulation of the five modules in the dehydration TF network, we generated and analyzed the DNA methylome and miRNA sequencing data measured at 0, 1, and 6 HAT. DNA methylation sequencing data was used to investigate whether expression of genes in the five modules in the dehydration TF network was affected by DNA methylation, i.e., TF-DNA interaction, especially in the promoter regions. In addition, we also used miRNA sequencing data to investigate whether these genes were affected by miRNAs.

### DNA methylation analysis to investigate TF-DNA interaction

Whole-genome bisulfite sequencing was performed at 0, 1, and 6 HAT in WT and *erf71* rice plants. Analysis of DNA methylation profiles showed that the average methylation levels in *erf71* were slightly lower than those in WT at the whole-genome level. Meanwhile, differences in methylation level between time points were not seen (Figure 7A), which suggested that DNA methylation did not change over the time course of dehydration stress. We then investigated differences in the methylome between WT and *erf71* and found 1,607 DMRs with *p* < e-12 under Poison' distribution (see “Identifying differentially methylated regions” in Materials and methods). The DMRs covered 0.15% of the genome, and the majority of DMRs (1,436 DMRs) were hypomethylated in *erf71*. This result is consistent with studies observing that transgenic plants show stable hypomethylation on overall DNA compared with non-transgenic plants (Stroud et al., 2013; Stelpflug et al., 2014).

**Figure 7:**
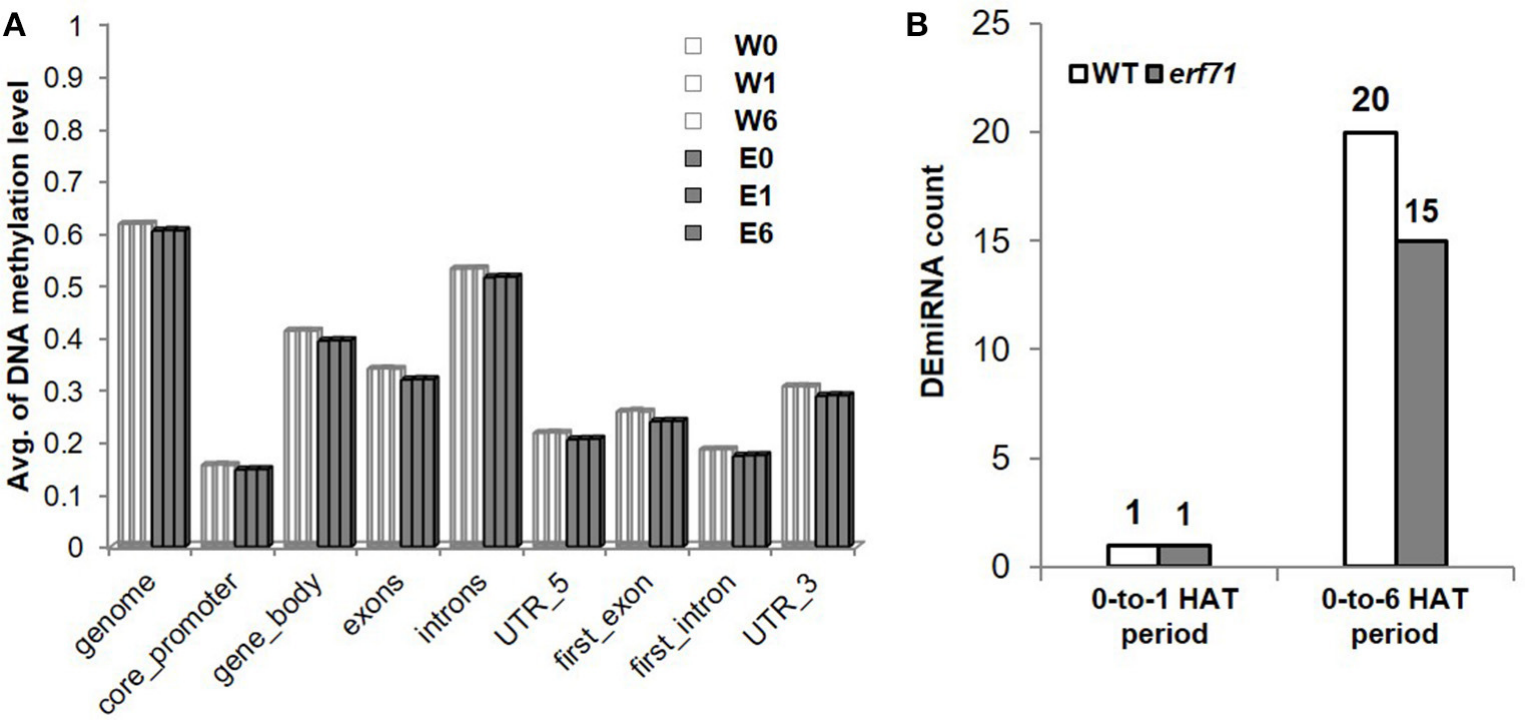
Profiles of miRNA and DNA methylation. (A) Average DNA methylation level of CpG sites in genomic regions. This shows that DNA was hypomethylated in *erf71* but not significantly changed as the dehydration stress continued. **(B)** The number of differentially expressed micro RNAs (DEmiRNAs) at 0-to-1 and 0-to-6 h after treatment periods.

Searching for overlaps between promoters of genes and DMRs, we found that promoters of 494 genes (1.3% of total genes) overlapped with DMRs. Among them, 62 genes belonged to the five modules (2, 15, 5, 9, and 21 genes to Modules 1 to 5, respectively). From the Fisher's exact test, the hypothesis that there was a greater number of DMR-overlapping genes in the five modules vs. DMR-overlapping genes not in the five modules was not significant (i.e., *p* > 0.05), as shown in Table 2. This suggested that gene expression differences of the modules were not likely due to differences in DNA methylation.

**Table 2:** Results of the association test between differential DNA methylation and the five gene modules.

**Gene module**	**DMR genes in module**	**Genes in module**	**DMR genes not in module**	**Genes not in module**	***p*-value**
Module 1	2	713	492	37,156	1.00
Module 2	15	1,363	479	36,506	0.78
Module 3	5	537	489	37,332	0.83
Module 4	19	1,586	475	36,283	0.68
Module 5	21	1,605	473	36,264	0.53

*After identifying differentially methylated regions (DMRs), genes whose promoters overlapped with DMRs were investigated. Fisher's exact test was then used to evaluate the hypothesis that DMR-overlapping genes were observed more frequently in the modules compared with not in the modules. The results showed no significant association between differential DNA methylation and the five gene modules*.

### miRNA analysis to show potential miRNA interference on modules

In addition to TFs, another major mechanism of gene control is by miRNAs. 

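The small RNA values examined here were those listed for WT and erf71 at 0, 1, and 6 HAT, with 1 column per plant type and time point. The authors removed the adaptor sequence, quantified known rice miRNAs of miRBase with miRanalyzer, and deposited RPM values, the reads matching a miRNA divided by a total of the library and multiplied by 1000000. The table lists 292 miRNAs. Every value in a column was a whole multiple of a single step, so that the reads behind each value were recovered. They summed to 203276, 213459, and 129838 reads in WT at 0, 1, and 6 HAT, respectively. In the erf71 columns, all 292 miRNAs had the same whole reads as in WT at the same time point, and the values were those of WT multiplied by 0.429, 0.941, and 0.598 at 0, 1, and 6 HAT. The erf71 values reported for miRNAs therefore differ from those of WT by these factors only. In WT, 3 reads corresponded to 14.8, 14.1, and 23.1 RPM at 0, 1, and 6 HAT, and 81, 74, and 82 miRNAs were listed at 0. Reads amplified by PCR are not independent molecules, so tests on them cover counting error only.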

To investigate whether miRNAs affected genes in the *OsERF71* cascade tree, small RNA sequencing was performed at 0, 1, and 6 HAT in WT and *erf71* rice plants. At 1 and 6 HAT, differentially expressed miRNAs (DEmiRNAs) were identified (fold change >2 or fold change <1/2) (Figure 7B). There was one DEmiRNA during the 0-to-1 HAT period in both plants, and 20 and 15 DEmiRNAs during the 0-to-6 HAT period in WT and *erf71*, respectively. 

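From 0 to 1 HAT, 84 of 238 miRNAs with a value in either WT library had a fold change above 2 or below 0.5, 44 of them up and 40 down. Of these 84, 47 were listed at 0 in one of the libraries and 51 had at most 3 reads in both. From 0 to 6 HAT, 96 of 233 miRNAs passed in WT (66 up, 30 down), of which 45 were listed at 0 in one library and 46 had at most 3 reads in both. The erf71 columns hold the same whole reads as those of WT. In the erf71 columns, 168 miRNAs passed from 0 to 1 HAT (146 up, 22 down) and 127 from 0 to 6 HAT (102 up, 25 down). Divided by the total of all listed miRNAs, the erf71 columns gave 84 and 96 miRNAs. Among alternatives chosen after the data were seen, adding a two-sided Fisher's exact test on the recovered reads moved the counts most. With Benjamini-Hochberg adjusted p-values below 0.05 over the miRNAs with reads, the counts from 0 to 1 HAT and from 0 to 6 HAT were 2 and 21 in WT and 79 and 40 in the erf71 columns. Adjusted over all 292 listed miRNAs, they were 0 and 18 in WT and 78 and 39 in the erf71 columns. In WT this test compares the reads of 2 libraries, not the conditions. In the erf71 columns it sets the same whole reads as in WT against other totals. Their counts differ from those of WT because of these totals only.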

Among DEmiRNAs, we found that osa-miR166j was down-regulated during the 0-to-6 HAT period in both WT and *erf71*. 

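osa-miR166i and osa-miR166j shared a value that came from 1 read at 0 HAT, and both were listed at 0 at 1 and 6 HAT, so no fold change was computed. osa-miR166a and the names that share its value, 6 names in all, had 73731, 60204, and 32368 reads at 0, 1, and 6 HAT. Their value at 6 HAT was 0.687 of that at 0 HAT in WT and 0.958 in the erf71 columns. For osa-miR166m the ratio of 6 to 0 HAT was 0.681 in WT (two-sided Fisher's exact test, p = 1.70e-21, adjusted p = 7.65e-21 over the 9 values of both families) and 0.949 in the erf71 columns. For osa-miR166g and osa-miR166h it was 0.786 in WT and 1.10 in the erf71 columns, where it was 0.747 with the columns scaled by the median ratio. For osa-miR166k and osa-miR166l it was 1.09 in WT (two-sided Fisher's exact test, p = 0.0023, adjusted p = 0.0041) and 1.52 in the erf71 columns. osa-miR166e had 17 reads at 0 HAT and 4 reads at 6 HAT.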

Down-regulation of the MIR166 family in response to drought in rice was reported in previous studies (Zhou et al., 2010; Barrera-Figueroa et al., 2012; Cheah et al., 2015). As a next step, we performed a target gene analysis for the 32 unique DEmiRNAs and found 742 genes as potential targeted genes. Among them, 222 genes belonged to the five modules (4, 66, 10, 55, and 87 genes to Modules 1 to 5, respectively). The result of Fisher's exact test showed that DEmiRNA target genes were significantly represented in the modules (five modules and Modules 2, 4, and 5) compared with target genes not in the modules, as shown in Table 3. This suggested that gene expression differences in the modules were possibly due to regulation by miRNAs as well as TFs.

**Table 3:** Results of the association test between target genes of differentially expressed miRNAs (DEmiRNAs) and the five gene modules.

**Gene module**	**DEmiRNA genes in module**	**Genes in module**	**DEmiRNA genes not in module**	**Genes not in module**	***p*-value**
Module 1	4	713	738	37,156	1.00
Module 2	66	1,363	676	36,506	**2.0e-11**
Module 3	10	537	732	37,332	0.61
Module 4	55	1,586	687	36,283	**3.7e-05**
Module 5	87	1,605	655	36,264	**1.2e-17**

*After determining target genes of the DEmiRNAs, Fisher's exact test was used to evaluate the hypothesis that DEmiRNA target genes were observed more frequently in the modules compared with not in the modules. The results showed that the associations between DEmiRNA target genes and Modules 2, 3, and 5 were significant (Bold value indicates p < 0.05)*.

## Discussion

### TF network construction

The TF network is the major computational resource for investigating biological mechanisms under dehydration conditions. Thus, we investigated all issues related to the TF network construction thoroughly.

- Choice of the correlation-based TF network construction method.
- Effect of amount of omics data for network construction.
- Effect of cutoff values for a minimum correlation between genes.
- Comparison with other network construction and analysis methods.

### Choice of the correlation-based TF network construction method

Gene regulation network construction methods centered around TFs have been extensively studied over the years, and network-based analysis of omics data has been successful in reconstructing gene regulatory paths under specific conditions. For example, Califano and colleagues (Basso et al., 2005) demonstrated a reverse-engineered construction of regulatory networks in human B-cells using gene expression data. A recent comprehensive study (Marbach et al., 2012) of biological network construction methods classified network construction methods into several groups based on the techniques used: regression (Haury et al., 2012), mutual information (Faith et al., 2007), correlation (Butte and Kohane, 2000), Bayesian networks (Statnikov and Aliferis, 2010), other approaches (Huynh-Thu et al., 2010), and meta predictors (Greenfield et al., 2010). According to the study (Marbach et al., 2012), correlation-based network construction is effective for investigating feed-forward networks. Our study on the role of *OsERF71* in the acquisition of the drought-resistant phenotype can be seen as investigating feed-forward networks originating from *OsERF71*. Therefore, we used a method based on Pearson's correlation for network construction.

### Effect of amount of omics data for network construction

In addition to the methods used for network construction, the amount of omics data used for network construction has a significant impact on the network topology. Hence, it was important to investigate whether the omics data we used for this study was sufficient to produce a network topology invariant of the size of data set used. To investigate this, we performed comprehensive network construction experiments with varying numbers of microarray data sets, from four to 1,893, doubling the microarray data size at each round. To reduce sampling bias, we used 10 randomly sampled microarray data sets for each network experiment with *n* samples from *n* = 4 to *n* = 1,893; i.e., the network was constructed 10 times given a sample size *n*. We then found that as the sample size increased, the Pearson's correlation coefficients converged into a normal-distribution-like shape (Supplemental Figure 3). As the sample size increased, the topology differences among the 10 networks with different samples disappeared, converging into a single network topology. The network topology was the same in more than 90% of network construction experiments from sample size 800 to 1,893 (Supplemental Figure 4).

### Effect of cutoff values for a minimum correlation between genes

The network topology is determined by a cutoff value for a minimum correlation value between two genes. To choose a reliable cutoff value, we measured the functionality scores as defined in Materials and methods using varying cutoff values and then found that the cutoff value of 0.67 maximized the functionality score (Supplemental Figure 5). To investigate the effect of cutoff value, we generated networks using varying cutoff values. We observed that the five modules were consistently produced at PCC cutoff values ranging from 0.5 to 0.85 (Supplemental Figure 6). This result shows that the TF network module analysis generated robust results for varying cutoff values.

### Comparison with other network construction and analysis methods

Our choice of the correlation-based network construction method was based on a recent study by Marbach et al. (2012) that reported that correlation-based network construction is the most effective method for recovering feed-forward loops, which can be seen as a regulation mechanism of the feed-forward propagation from *OsERF71*, which was the subject of this study. However, we also examined two major network construction and analysis methods as described below.

We constructed another template TF network using a state-of-the-art gene-expression-based TF network construction method, Narromi (Zhang et al., 2013). Using 1,893 microarray data sets, Narromi produced 6,213,143 TF-target gene edges (*p* < 0.05). Edges of strong association (|PCC| > 0.67) in eight mRNA-seq data sets were then selected. The Narromi-based dehydration TF network consisted of 23,236 genes and 1,286,285 edges. Of these, 7,314 genes, and 28,616 edges were common with our correlation-based network. In the network, seven gene cluster structures were observed (Supplemental Figure 7A). Among the clusters, we found that five gene clusters were differentially expressed (Supplemental Table 2). In summary, the discovery of five functional modules was confirmed by the network constructed using Narromi.

Another TF network analysis was performed using RiceNet (Lee et al., 2011), a well-curated gene-gene interaction network. RiceNet consists of 14,949 TF-target gene edges. Since our goal was to characterize the role of a knockout TF, we excluded edges between nonTFs. Edges with strong association (|PCC| > 0.67) in eight mRNA-seq data sets were then selected. The RiceNet-induced dehydration TF network consisted of 2,345 genes and 3,667 edges. Of these, 1,234 genes and 456 edges were common with our correlation-based network. In the network, 137 gene cluster structures were observed (Supplemental Figure 7B). Among the clusters, we found that one gene cluster was differentially expressed (Supplemental Table 2). Only one network module was detected in the RiceNet network. We conjecture that this is because we excluded edges between two nonTF genes, which could affect the formation of gene clusters. In addition, RiceNet is a general template network that is not designed for condition-specific gene expression data.

### Characteristic physiological mechanisms in modules

Many genes in Module 5 were related to photosynthesis and energy-generating mechanisms: functions of genes were related to light (e.g., Os01g0764500, similar to uvrB/uvrC motif-containing protein) and photosynthesis (e.g., Os01g0773700, similar to photosystem II reaction center W protein; Os03g0267300, similar to fructose-1,6-bisphosphatase; Os12g0291100, Rubisco small subunit), energy transfer (e.g., Os03g0278900, ATPase; Os11g0661300, similar to ADP/ATP translocase-like protein), and subsequent anabolic pathways, such as those for carbohydrate (e.g., Os01g0686200, UDP-glucuronosyl/UDP-glucosyltransferase family protein), carbohydrate movement and translocation (e.g., Os03g0363500, similar to vacuolar monosaccharide symporter 1), amino acid synthesis (nitrogen fixation) (e.g., Os06g0694500, similar to nitrogen fixation like protein; Os07g0658400, similar to ferredoxin-dependent glutamate synthase), and lipid synthesis (e.g., Os02g0589000, lecithin:cholesterol acyltransferase family protein). 

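Of the 11 Module 5 genes named here, 6 were among the listed members. From 0 to 1 HAT, 6 of the 11 increased and 5 decreased in WT, whereas all 11 decreased in erf71, and the change was lower in erf71 than in WT for 8 of them. At 6 HAT, all 11 were below their level at 0 HAT in erf71, and in WT the 10 with values above 0 were, while Os01g0686200 was listed at 0. The Rubisco small subunit gene Os12g0291100 had 9251, 8043, and 802 FPKM in WT and 8588, 6544, and 700.1 FPKM in erf71 at 0, 1, and 6 HAT, respectively. The plants differed most in the 0-to-1 HAT period for Os01g0764500, with a log2 change of 0.28 in WT and -1.004 in erf71. The vacuolar symporter gene Os03g0363500 fell less in erf71, with a log2 change of -0.48 in WT and -0.15 in erf71.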

In summary, based on functions of the genes in Module 5, biological mechanisms of Module 5 were related to energy generation, storage and transfer. Recall that genes in Module 5 were more down-regulated in *erf71* than in WT at 1 HAT. This suggests a fast and flexible response in the early stages of drought stress that may be directly and/or indirectly related to the successive physiological mechanisms observed in Modules 2, 3, and 4.

Discontinuation of water supply to the plant is known to result in loss of tension and decrease in water potential in the cells of leaves, which directly affects most metabolic pathways, particularly photosynthesis as shown above. The widely known water split process that activates an electron and releases it from the water molecules in the reaction center of PSII is affected by water shortage in photosynthetic cells. Most of the genes that code for proteins of PSII were down-regulated in both WT and *erf71*, which is consistent with our current knowledge.

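Os01g0773700, which the paper describes as similar to photosystem II reaction center W protein, had 4402, 2544, and 507 FPKM in WT and 2147, 1760, and 265 FPKM in erf71 at 0, 1, and 6 HAT, respectively. Its log2 change from 0 to 1 HAT was -0.79 in WT and -0.29 in erf71, and from 0 to 6 HAT it was -3.12 in WT and -3.02 in erf71. At 0 HAT its log2 ratio of erf71 to WT was -1.04. Other genes of PSII were not analysed here, because the FPKM table carries no gene descriptions.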

ROS, including hydrogen peroxide (H_2_O_2_), superoxide anion (${\text{O}}_{2}^{-}$), hydroxyl radical (^.^OH) and singlet oxygen (^1^O_2_), are produced in chloroplasts, mitochondria, peroxisomes, cell membranes and cell wall spaces (Moradi and Ismail, 2007). Many enzymes and physical processes are involved in ROS production and scavenging. A large portion of ROS is produced by NADPH oxidase (NOX) during photosynthesis and photorespiration, and representative ROS scavenging enzymes are superoxide dismutase (SOD), catalase (CAT), peroxidase (Perox), and ascorbate peroxidase (APX) while non-enzymatic scavenging systems include various flavonoids, alkaloids, phenolic compounds, tocopherols, carotenoids, and metallothioneins (MTs) (Ueda et al., 2013; Han et al., 2014). It has traditionally been believed that under conditions of limited water supply the response of rice plants is to overcome physical and chemical damage and that the generation of ROS is the result of accumulation from cellular breakdown. However, recent studies have revealed that ROS may confer protection against water stress (Kar, 2011). ROS may be involved in homeostasis and various metabolic changes, morphological and anatomical changes, and metabolic adaptation by rice plants under water stress closely related to drought avoidance or postponement and alleviation of stress-induced cellular injuries.

### Potential regulatory paths to the five functional modules

TF network analysis showed that Module 1 was associated with drought-stress-related TFs. That is, 20% of genes in Module 1 consisted of TFs, most of which belonged to water-stress-related TF families. In addition, only Module 1 was up-regulated in both WT and *erf71* in response to dehydration stress whereas the other modules were down-regulated. Overexpressing *OsERF71* influenced Module 1 by reducing the up-regulation of expression of the member genes under dehydration stress. Analysis of an *OsERF71* cascade tree showed that TFs in Module 1 were present in every upstream of nine major regulatory paths as highlighted in bold type in Table 1. These results suggest that the down-regulation of overall gene expression is initiated upon up-regulation of the stress-induced TF module. We also suggest nine major regulatory paths determining how the downstream genes of the modules are regulated during dehydration stress treatment. However, since these were established by inference, they should be validated by further experiments. In addition, we found that miRNA was also involved in the control of gene expression of the five differentially expressed modules. For instance, we found that osa-miR319a was up-regulated under dehydration stress in *erf71*, which is consistent with the observations of a previous study (Zhou et al., 2010). 

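osa-miR319a-3p had 33, 24, and 18 reads at 0, 1, and 6 HAT, and these same reads lay behind its values in WT and in the erf71 columns. In WT its value was 162, 112, and 139 RPM, a ratio to 0 HAT of 0.693 at 1 HAT and 0.854 at 6 HAT. In the erf71 columns it was 69.7, 106, and 83.0 RPM, a ratio to 0 HAT of 1.52 at 1 HAT and 1.19 at 6 HAT. With the columns scaled by the median ratio, the erf71 ratios were 0.687 and 0.812. For the reads at 0 and 6 HAT in WT, the two-sided Fisher's exact test gave p = 0.668 (adjusted p = 0.858 over the same 9 values). osa-miR319a-3p.2 and osa-miR319b shared a value from 244, 168, and 62 reads, with a ratio of 6 to 0 HAT of 0.398 in WT (two-sided Fisher's exact test, p = 3.52e-12, adjusted p = 1.05e-11) and 0.554 in the erf71 columns. Their ratio of 1 to 0 HAT was 0.656 in WT and 1.44 in the erf71 columns, or 0.650 there with the median ratio. osa-miR319a-5p was listed at 0 in every column.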

The 8, 12, 2, and 5 predicted target genes of osa-miR319a were distributed in Modules 2 to 5, respectively. Regulation by both TF and miRNA as we suggest is statistically supported, but there needs to be experimental validation for each path and thus future study is required.

## Accession numbers

Raw sequencing data are available via accession ID: GSE74465 in the Gene Expression Omnibus (GEO) database.

## Author contributions

JK provided *OsERF71* transgenic rice seeds. SK and HK designed the project. HK and SS designed and conducted the drought experiments. HA and IJ processed the omics data and performed bioinformatics analysis. HA and JP performed network analysis, and SR performed miRNA analysis. WJ interpreted the network analysis results biologically. HA, IJ, SK, and WJ wrote the paper.

### Conflict of interest statement

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 1

**Supplemental Table 1. Results of gene ontology enrichment analysis of differentially expressed genes of WT and *erf71* at the 0-to-1 h after treatment period.**

| Plant | GO biological process terms | #gene | P-value |
| --- | --- | --- | --- |
| WT | **GO:0055114+oxidation-reduction process** | 72 | 7.3e-05 |
|  | **GO:0006525+arginine metabolic process** | 2 | 0.001 |
|  | GO:0006355+regulation of transcription, DNA-dependent | 57 | 0.001 |
|  | **GO:0006559+L-phenylalanine catabolic process** | 3 | 0.003 |
|  | **GO:0009611+response to wounding** | 3 | 0.004 |
|  | GO:0019752+carboxylic acid metabolic process | 4 | 0.005 |
|  | GO:0005992+trehalose biosynthetic process | 4 | 0.012 |
|  | **GO:0016567+protein ubiquitination** | 8 | 0.012 |
|  | GO:0006470+protein dephosphorylation | 7 | 0.012 |
|  | GO:0015746+citrate transport | 2 | 0.017 |
|  | GO:0006541+glutamine metabolic process | 2 | 0.017 |
|  | GO:0009165+nucleotide biosynthetic process | 2 | 0.023 |
|  | GO:0006833+water transport | 3 | 0.023 |
|  | GO:0006869+lipid transport | 8 | 0.025 |
|  | GO:0006562+proline catabolic process | 1 | 0.035 |
|  | GO:0005991+trehalose metabolic process | 1 | 0.035 |
| *erf71* | **GO:0009611+response to wounding** | 4 | 1.2e-06 |
|  | GO:0006568+tryptophan metabolic process | 3 | 5.6e-05 |
|  | GO:0015977+carbon fixation | 3 | 1.1e-04 |
|  | GO:0008152+metabolic process | 20 | 0.001 |
|  | GO:0009415+response to water | 2 | 0.001 |
|  | **GO:0006559+L-phenylalanine catabolic process** | 2 | 0.003 |
|  | **GO:0055114+oxidation-reduction process** | 22 | 0.003 |
|  | **GO:0016567+protein ubiquitination** | 4 | 0.008 |
|  | **GO:0006527+arginine catabolic process** | 1 | 0.027 |
|  | GO:0006979+response to oxidative stress | 4 | 0.049 |

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 2

Supplemental Table 2. Differentially expressed modules of RiceNet- and Narromi-based transcription factor networks. In previous step, five differentially expressed modules were identified on PCC-based dehydration TF network as shown in Table 2 of the main body of the text. One and five differentially expressed modules were identified (p < e-9) on RiceNet and Narromi-based dehydration TF network respectively. The bold texts indicate the enriched GO terms that were commonly found in the five differentially expressed modules of PCC-based dehydration TF network. Especially, the five modules of the Narromi-based network corresponded to the five modules of the PCC-based network in terms of both of differential expression pattern and enriched GO terms.

| modules | Differential expression t-test (at 0-to-1 HAT period compared to WT) | p-value | enriched GO terms (Top 3) | p-value |
| --- | --- | --- | --- | --- |
| RiceNet- based network module | less up-regulated in *erf71* | 5.91e-23 | **regulation of transcription, DNA-dependent** | 4.8e-08 |
|  |  |  | oligopeptide transport | 6.1e-03 |
|  |  |  | nucleotide-sugar transport | 8.6e-03 |
| Narromi- based network modules | Less up-regulated in *erf71* | 1.88e-76 | protein ubiquitination | 7.5e-05 |
|  |  |  | intracellular protein transport | 4.7e-04 |
|  |  |  | **regulation of transcription, DNA-dependent** | 5.3e-04 |
|  | Less down-regulated in *erf71* | 1.28e-53 | **translation** | 2.9e-19 |
|  |  |  | RNA processing | 3.5e-09 |
|  |  |  | DNA repair | 9.0e-09 |
|  | Less down-regulated in *erf71* | 6.3e-160 | defense response | 2.1e-09 |
|  |  |  | oxidation-reduction process | 4.8e-07 |
|  |  |  | **response to oxidative stress** | 3.6e-05 |
|  | Less down-regulated in *erf71* | 5.3e-145 | **microtubule-based movement** | 6.2e-17 |
|  |  |  | **DNA replication** | 1.6e-09 |
|  |  |  | protein polymerization | 2.7e-08 |
|  | More down-regulated in *erf71* | 2.9e-41 | **photosynthesis** | 7.8e-15 |
|  |  |  | **photosynthesis, light harvesting** | 3.4e-10 |
|  |  |  | carotenoid biosynthetic process | 1.4e-05 |

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 5

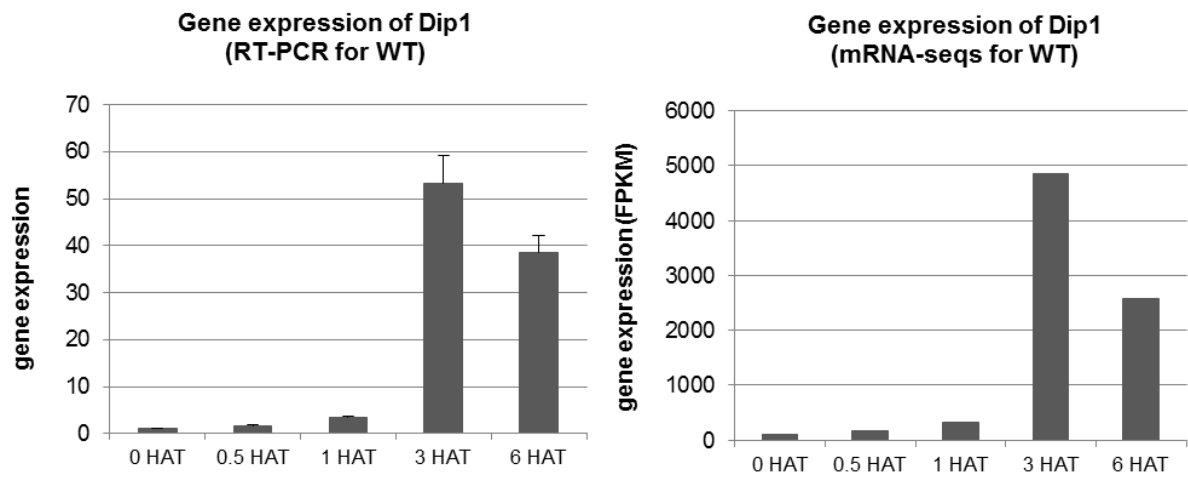

**Supplemental Fig. 1. Gene expression levels of the *Dip1* gene measured by reverse-transcription (RT)-PCR and mRNA sequencing under dehydration stress.** Error bars are standard error of the means (SEMs). The expression level of *Dip1* (Os02g0669100) peaked at 3 hours after treatment (HAT) under dehydration stress.

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 6

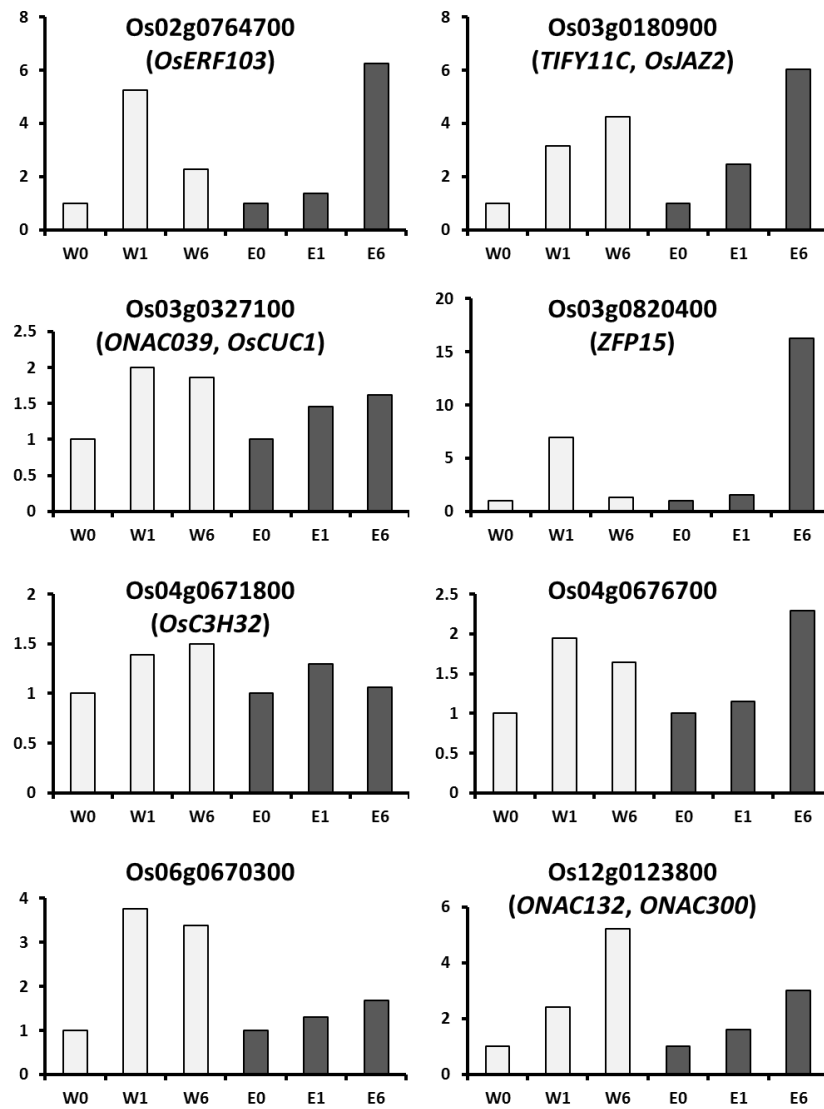

**Supplemental Fig. 2. Reverse-transcription (RT)-PCR analysis of eight transcription factor genes in Module 1.** We conducted RT-PCR experiment to measure the expression levels again for the TFs in Module 1 that have not been documented yet whether the transformations affect drought resistance. Among them, eight TF genes such as Os02g0764700 (*OsERF103*), Os03g0180900 (*TIFY11C*, *OsJAZ2*), Os03g0327100 (*ONAC039*, *OsCUC1*), Os03g0820400 (*ZFP15*), Os04g0671800 (*OsC3H32*), Os04g0676700, Os06g0670300 and Os12g0123800 (*ONAC132*, *ONAC300*) were shown to be up-regulated in both plants but less up-regulated in erf71 in 0-to-1 HAT period in response to drought stress as in the mRNA-seq experiment.

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 7

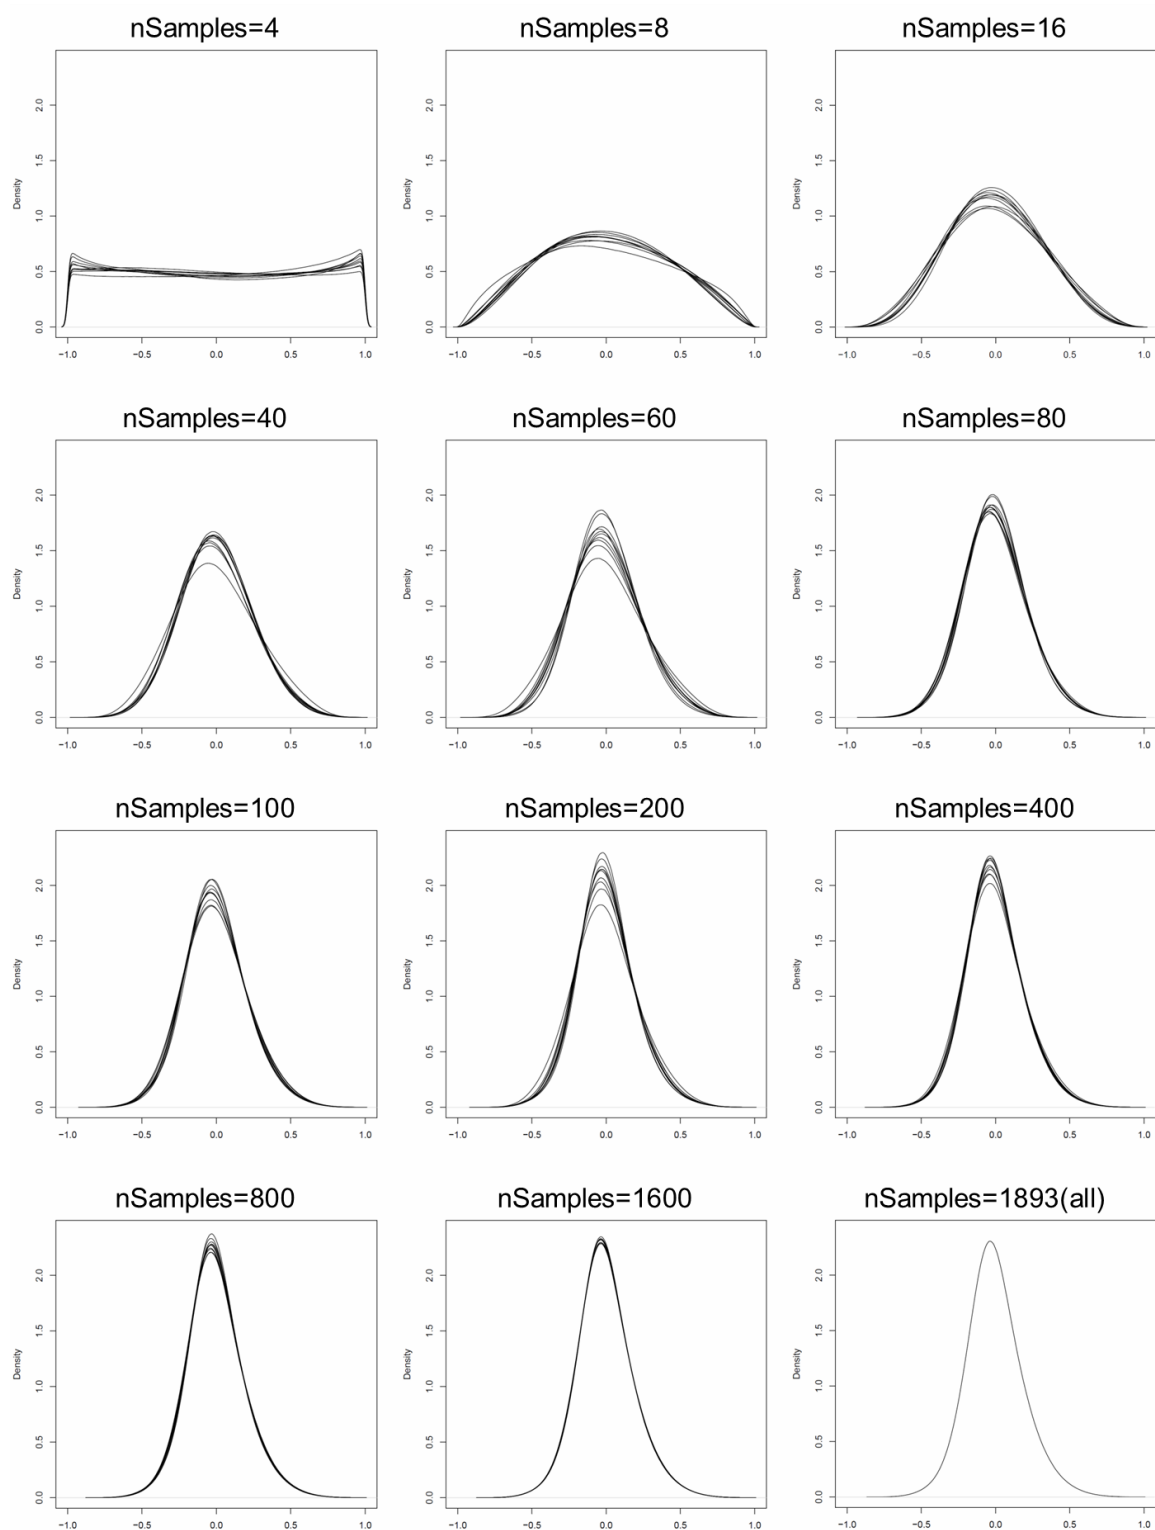

**Supplemental Fig. 3. Density plots of Pearson's correlation coefficients for different sample sizes.** We sampled the subsets of total 1893 samples with different sample sizes (10 times per sample size), then calculated PCCs for all pairs of TF and target genes, and then plotted them. This shows the density of PCCs conserves as the number of sample increases.

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 8

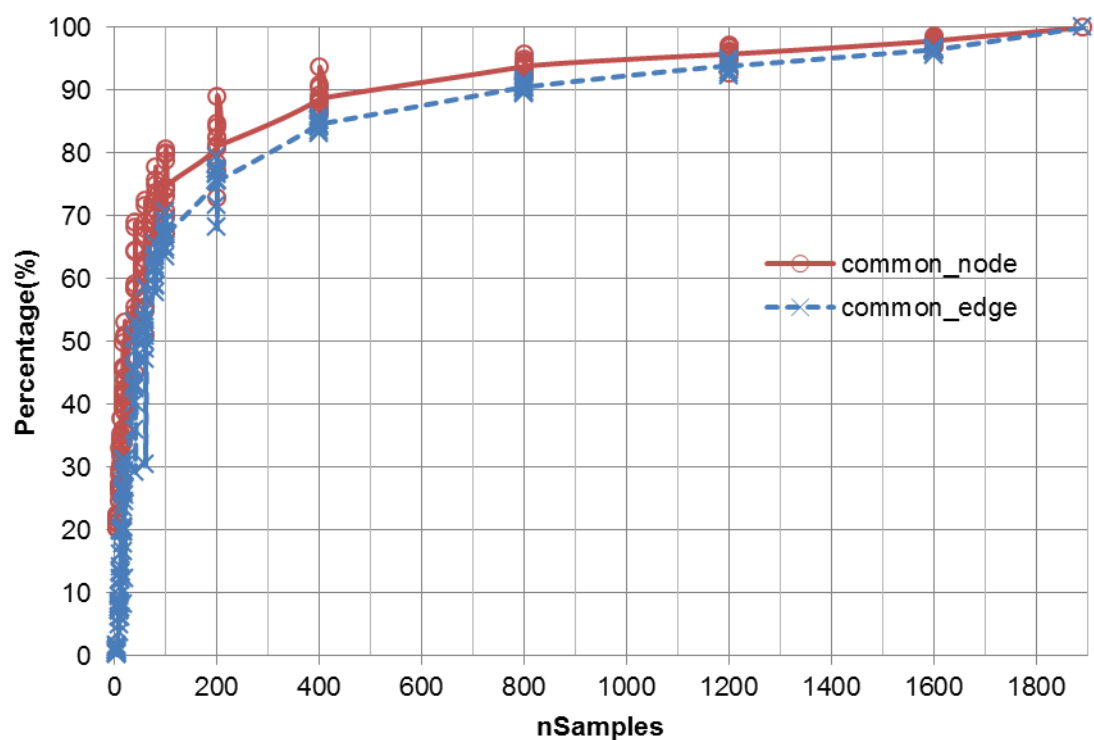

**Supplemental Fig. 4. Ratios of common nodes and edges in the networks constructed from different sample sizes.** We first tried constructing a template network from total 1893 samples by selecting edges with strong PCCs until the network contains 20% of all nodes (i.e. probes in microarray data). Then, we sampled the subsets of total 1893 samples with different sample size (10 times per a sample size), then constructed networks with the same size (the number of edges) as of the template network. Then we drew how many nodes and edges of the networks are common with the template network. This shows the network topology conserves as the number of sample increases.

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 9

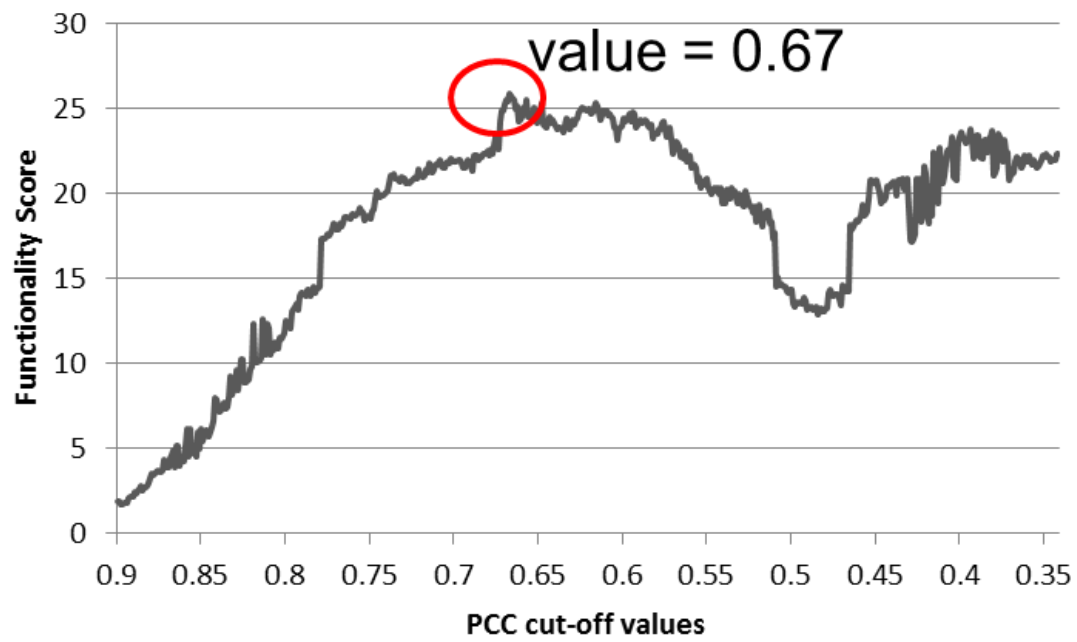

**Supplemental Fig. 5. Functionality score of each network constructed using different Pearson's correlation coefficient cutoff values.** This shows that the cutoff value of 0.67 maximizes functionality score. Thus, it was used for network construction in this study.

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 10

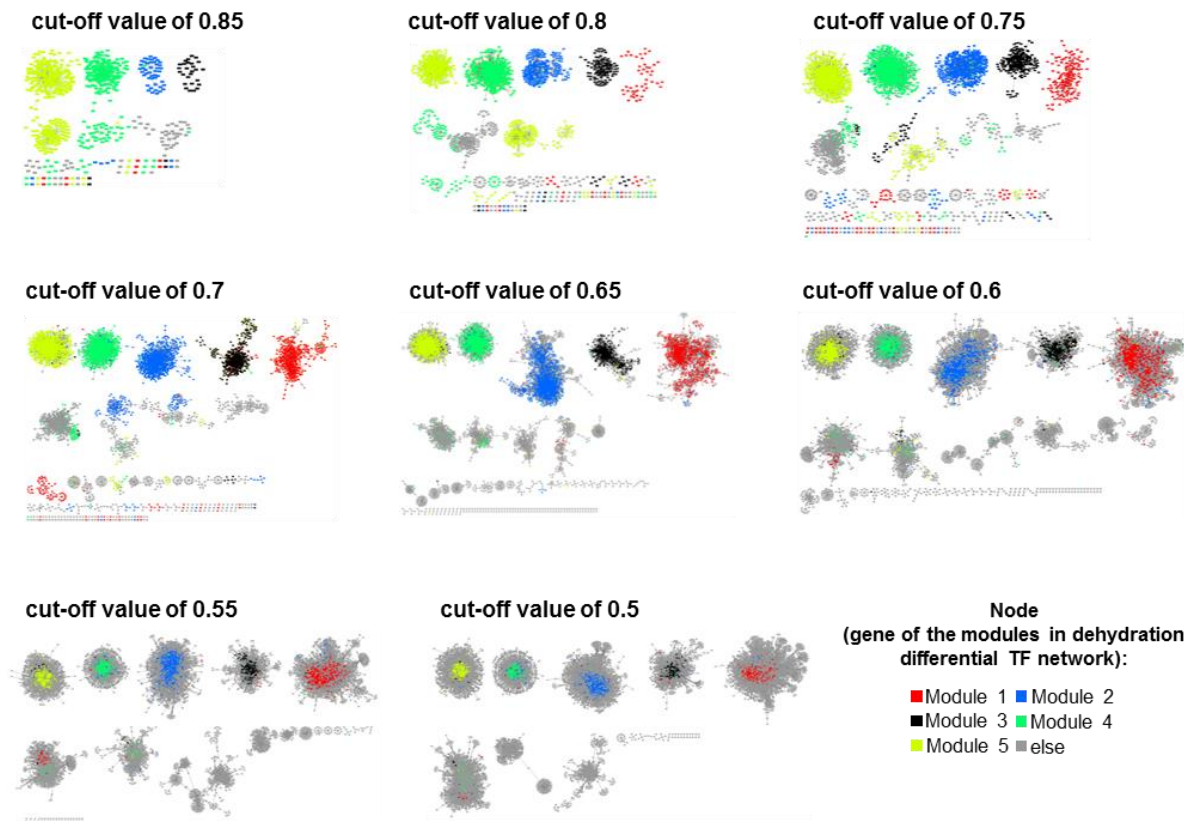

**Supplemental Fig. 6. Gene clusters of transcription factor networks using different Pearson's correlation coefficient cutoff values.** We calculated Pearson's correlation coefficients (PCCs) for all pairs of TF and target genes from 1893 microarrays and 8 mRNA-seqs. Varying the PCC cutoff values, we constructed networks and produced gene clusters by community clustering. The colors of nodes denote the five modules which were used in our gene module analysis. This shows gene modules are invariant (not mixed) to change of cutoff values.

# Supplementary material for: Transcriptional Network Analysis Reveals Drought Resistance Mechanisms of AP2/ERF Transgenic Rice
**Source:** Front Plant Sci. 2017 Jun 15;8:1044. doi: 10.3389/fpls.2017.01044
**Supplement:** Supplementary file 11

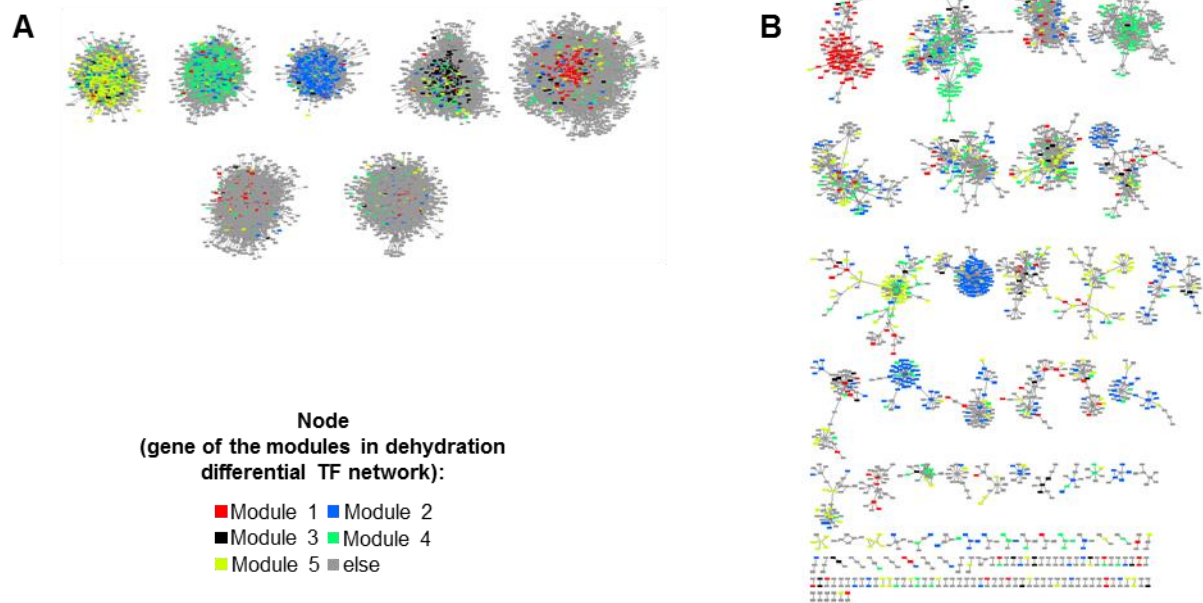

**Supplemental Fig. 7. Gene clusters of Narromi- and RiceNet-based transcription factor networks.** We generated dehydration TF network based on two different template networks such as (A) RiceNet and (B) Narromi. The colors of nodes denote the five modules which were used in our gene module analysis. This shows gene modules are invariant (not mixed) to change of template network for the Narromi-based network for the five modules (Module 1 to 5) but the RiceNet-based network for the one module (Module 1, red).

How the deposited data were processed for this re-analysis (not part of the article)

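The study compared Nipponbare rice (WT) with rice overexpressing OsERF71 (erf71) at 0, 1, and 6 h after the start of dehydration (HAT). Libraries of mRNA and of small RNA were examined here for WT, erf71, and Vandana, with 1 library per plant, time point, and kind of RNA, so that no condition had a replicate. Vandana values are given only in the closing section.

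For mRNA, the authors clipped adapters, mapped reads to IRGSP1.0 with Tophat, and deposited Cufflinks expression levels in FPKM for 37869 genes of the Rice Annotation Project. For small RNA, the authors deposited RPM values (reads divided by a total of the library and multiplied by 1000000) for 292 miRNAs quantified with miRanalyzer. No read counts accompany the FPKM values, so their depth is unknown and no smallest detectable value was set for mRNA. The RPM values were whole multiples of a step in each column, from which reads were recovered, and a floor of 3 reads was used for them. In the small RNA table, the erf71 and Vandana columns held the same whole reads as the WT column of the same time point.

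Log2 changes were computed after adding 0.1 FPKM. Genes were counted as changed when they moved at least 2-fold and had at least 1 FPKM in at least 1 of the 2 libraries. The Cuffdiff test of the paper was not run. The mean change of a module was placed among 10000 random lists of the same size, matched on mean expression in 50 bins and drawn with the random seed 1 from all genes in those bins. The choice of all genes as the background was made after the values were seen. Module membership was taken from the parts of Supplemental Data Sets 1 and 2 used here. Relations between genes across 6 libraries were tested with two-sided exact permutation tests of Pearson's and Spearman's correlations, adjusted by the Benjamini-Hochberg procedure. Reads of miRNAs in 2 libraries were compared with the two-sided Fisher's exact test and the same adjustment, which covers counting error between libraries only.

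Samples were grouped by plant and time point as the sample labels give them. The labels name an AP2 transgenic Nipponbare and not erf71. It was taken to be erf71 because the paper describes OsERF71 as a member of the AP2/ERF family. For most results at the paper's claims, the measure and most alternatives were set before the data were examined. The correlation tests of named genes, the differences between plants in module means and levels, and most tests in the closing section were not. These alternatives were a pseudocount of 1, thresholds of 0.5 or 5 FPKM or none, a 4-fold change, a correlation cutoff of 0.8, a minimum of 10 RPM, plain ratios of genes above 0, module members with at least 1 FPKM, genes above 1 FPKM in all 3 libraries or on average, genes above 1 FPKM for the medians, correlations of log2 values, medians in place of means, miRNA values scaled to their listed total or by the median ratio, and libraries scaled by their upper quartile or by the median ratio of genes above 1 FPKM in every library. Scaling to an equal sum of FPKM and Fisher's exact test as a further condition for miRNAs were added after the data were seen. WT and erf71 were scaled together, and Vandana on its own.

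The genes named in the text were set by a rule: the genes and miRNAs that the paper names, the 5 genes with the highest and the 5 with the lowest difference between erf71 and WT in the change from 0 to 1 HAT among those with at least 5 FPKM, and 8 clock genes. Of the genes at both ends of that ranking only a summary is given. The genes differing at all 3 time points are outside this rule.

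The count of changed genes, the scalings, the percentile among random lists, the recovery of reads, and Fisher's exact test were tested on simulated data. All 200 genes given a 4-fold change with noise of SD 0.1 (log2) were recovered among 22591 genes, with 0 false calls among the unchanged genes. This noise lies far below the 2-fold threshold, so the check covers the computation and not the error between single libraries. A simulated scaling factor of 1.5 was recovered as 1.50 by each of the 3 scalings over 37869 genes. Of 100 random lists of 50 genes, 97 fell within the middle 95% of the random lists, and a shift of 0.5 (log2) was seen in 82. For lists of 500 genes, the corresponding numbers were 92 and 100. Whole reads were recovered for 292 of 292 simulated miRNAs, and Fisher's exact test with the fold change found 20 of 20 changed miRNAs among 207. These 20 were given a 4-fold change, were drawn from miRNAs with at least 20 reads, and had counting error only. The check therefore does not cover miRNAs with few reads.

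Values were computed with Python 3.11.15, numpy 2.4.6, pandas 2.3.3, and scipy 1.17.1, and figures were drawn with matplotlib 3.10.9. Left out were the RT-PCR, methylation, and photosynthesis measurements, the riboZ libraries, the lincRNA values, whose columns match more than 1 kind of library, and a list of photosystem II genes, since the gene table carries no descriptions.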

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

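Apart from the tests of the starting level of Module 1, of scaling and of a response of its own in Vandana, and of a few genes taking most of the FPKM in Vandana at 6 HAT, the tests in this part were chosen only after the result was seen. With 1 library per plant and time point, none of the differences between plants in this part was tested.

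Modules 1 to 4 moved in opposite directions in Vandana and in the other plants between the libraries labelled 0 and 1 HAT. For Module 1 the mean log2 change was 1.23 in WT, 0.53 in erf71, and -1.05 in Vandana. For Module 2 it was -0.33, -0.21, and 0.15, for Module 3 -1.73, -0.52, and 0.68, and for Module 4 -0.51, -0.17, and 0.39, respectively. The median log2 change over genes was -0.20, -0.12, and 0.059, and that of Dip1 was 1.83, 1.87, and -1.92. Across 18797 genes, Pearson's r between the changes was 0.310 for WT and erf71, -0.421 for WT and Vandana, and -0.346 for erf71 and Vandana.

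A candidate explanation is an exchange of the Vandana labels or columns at 0 and 1 HAT. Of 449 genes that rose at least 2-fold in both WT and erf71 and had at least 5 FPKM in both at 1 HAT, 426 (94.9%) were higher in the Vandana library labelled 0 HAT, and of 179 genes that fell in both, with at least 5 FPKM in both at 0 HAT, 129 were higher in the library labelled 1 HAT. With libraries scaled by the median ratio the share was again 94.9%, but the factors of these libraries were 1.28 and 1.29, so that this scaling could hardly move it. Against a response of Vandana of its own, 536 genes that rose only from 1 to 6 HAT in WT and erf71 had a median log2 change of -0.10 in Vandana, which does not decide between the explanations. Across the same 18797 genes, r of log2 levels between the Vandana library labelled 0 HAT and WT was 0.661 at 0 HAT and 0.710 at 1 HAT, and for the library labelled 1 HAT it was 0.710 at 0 HAT and 0.658 at 1 HAT. With erf71 the values were 0.665 and 0.685, and 0.709 and 0.673. Dip1 had 383 and 101 FPKM in these Vandana libraries. The levels are nearer to what an exchange would give, but a response of Vandana of its own was not excluded.

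From 0 to 6 HAT, the mean log2 change of Module 1 was 1.54 in WT, 1.61 in erf71, and -0.60 in Vandana. Random lists had a mean of -1.22 in Vandana, and Module 1 was above all of them, as in WT and erf71. With the median ratio its mean in Vandana was 0.40. Across the 18797 genes, r of the changes from 0 to 6 HAT was 0.444 between WT and Vandana and 0.434 between erf71 and Vandana. With the labels as given, no opposite response is shown for this period. The Vandana changes from 0 to 6 HAT start from the library labelled 0 HAT. They would differ if the labels at 0 and 1 HAT were exchanged. Vandana is not reported on by the paper, and in it 3249 genes changed 2-fold from 0 to 1 HAT and 16881 from 0 to 6 HAT. Its median expression level was 1.79, 1.82, and 0.343 FPKM at 0, 1, and 6 HAT. With the 100 highest genes of each library left out, the median log2 change from 0 to 6 HAT was -1.55, so a few genes taking most of the FPKM do not account for the low level. In the 6 HAT library 12398 genes were listed at 0. Fewer reads could add such genes but would not by themselves lower well-detected genes, and the median ratio factor, taken from genes above 1 FPKM in every Vandana library, was 1.28 at 0 HAT and 0.630 at 6 HAT. Without read counts, the share of the low level that fewer reads account for is open.

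The mean log2 change of Module 5 from 0 to 1 HAT was 0.0054 in WT, which gives no clear direction, -0.41 in erf71, and 0.23 in Vandana. Os04g0676700 moved in opposite directions in WT and erf71, with 0.83 and -0.19. Among the named Module 5 genes this held for Os01g0764500 (0.28 and -1.004), Os11g0661300 (0.058 and -0.34), Os01g0686200 (0.43 and -0.43), Os06g0694500 (0.36 and -0.17), Os07g0658400 (0.11 and -0.18), and Os02g0589000 (0.11 and -0.33). Variation between single libraries was not separated from a difference between the plants for these genes, and no biological explanation was tested for them.

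The paper chose the modules partly by their difference between WT and erf71 in the 0-to-1 HAT period, so only the time point at which the difference lay was examined here. For Module 1, a higher level in erf71 before treatment was tested as a reason for its smaller rise. The mean log2 ratio of erf71 to WT was 0.032 at 0 HAT and -0.68 at 1 HAT, so the difference arose at 1 HAT. For Module 3 the ratio was 0.11 at 0 HAT and 1.32 at 1 HAT, likewise a difference at 1 HAT. For Module 4 it was -0.55 at 0 HAT and -0.22 at 1 HAT, and a lower level in erf71 before treatment may account for its smaller fall. Variation between single libraries cannot be told apart from any of these differences.

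The fall of the median FPKM from 0 to 1 HAT depended on scaling. With equal sums of FPKM the median log2 change was -0.0069 in WT and -0.00046 in erf71, and scaling of the FPKM between libraries could account for it. With the upper quartile a fall stayed, at -0.14 in WT and -0.073 in erf71, so this holds under some scalings only. From 0 to 6 HAT the change with equal sums was -0.35 in WT and -0.39 in erf71. The share of the FPKM held by the 100 highest genes differed between 6 and 0 HAT by -3.56 percentage points in WT and -3.68 in erf71, so that a few genes taking more of the FPKM do not account for the later fall. FPKM values are relative, and a change in total RNA per plant was not measured.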

How the results depend on the processing

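The alternatives with an equal sum of FPKM, with Fisher's exact test, and with correlations within plants were chosen after the data were seen. Over 170 results and 578 alternative values, 449 kept their direction and their size or side of the threshold, 109 moved, 1 was no longer past its threshold, and 19 reversed. Of 114 alternative values of named genes 21 moved, 20 of them with the median ratio (9 larger, 11 smaller) and 1 with a pseudocount of 1. The values that moved, fell short, or reversed for the other results follow, by alternative, and the cause was not tested. The photosystem II list and the riboZ comparison were not run.

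Counting genes above 1 FPKM in all 3 libraries gave 13752 for Vandana. Medians over genes above 1 FPKM were 7.68, 7.12, and 5.04 in WT, 7.34, 6.98, and 4.99 in erf71, and 8.41, 8.17, and 2.61 in Vandana at 0, 1, and 6 HAT.

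With a pseudocount of 1, 1656 genes changed from 0 to 1 HAT in erf71 and 2142 in Vandana, and Module 4 had a mean change at 6 HAT of -1.05 in erf71 and -1.28 in Vandana. Without a filter on low values, 5187 genes changed from 0 to 1 HAT in erf71 and 5749 in Vandana, the median change in Vandana was 0.035, and the median of erf71 minus WT was 0.029. With a minimum of 5 FPKM, the counts for 0 to 1 and 0 to 6 HAT were 3174 and 8132 in WT and 1194 and 7575 in erf71, and 1608 for 0 to 1 HAT in Vandana. With a 4-fold threshold they were 2146 and 5725 in WT, 893 and 5537 in erf71, and 1136 in Vandana, and Module 1 held 134, 27, and 24 up-regulated genes in WT, erf71, and both.

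With the upper quartile, the median of Vandana at 6 HAT was 0.552 FPKM. The median changes were -0.19 (1 to 6 HAT) and -0.33 (0 to 6 HAT) in WT, -0.073 (0 to 1 HAT), -0.24 (1 to 6 HAT), and -0.34 (0 to 6 HAT) in erf71, and 0.10, -0.87, and -0.78 in Vandana.

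The median ratio itself centers the typical gene near no change, so medians near 0 under it are no separate check. With it, the median changes from 0 to 1, 1 to 6, and 0 to 6 HAT were -0.016, -0.12, and -0.14 in WT and -0.012, -0.10, and -0.14 in erf71, and from 1 to 6 and 0 to 6 HAT -0.76 and -0.72 in Vandana. The median of erf71 minus WT reversed to -0.016. Module 1 in Vandana at 6 HAT reversed to 0.40, and erf71 minus WT at 6 HAT reversed to -0.0059 for Module 1, -0.056 for Module 2, and -0.056 for Module 3. Module 2 moved to -0.15 in WT and -0.10 in erf71 at 1 HAT and to -0.18, -0.23, and -1.10 in WT, erf71, and Vandana at 6 HAT, with erf71 minus WT at 1 HAT of 0.054. At 6 HAT in Vandana, Module 3 was -1.38 and Module 4 -1.32. Module 4 at 1 HAT was -0.34 in WT and -0.067 in erf71, and Module 5 in WT 0.18.

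With an equal sum of FPKM, the median change was -0.0069 (0 to 1 HAT) and -0.35 (0 to 6 HAT) in WT and -0.00046 (0 to 1 HAT) in erf71. The median of erf71 minus WT reversed to -0.014, and erf71 minus WT at 6 HAT reversed to -0.046, -0.094, and -0.086 for Modules 1, 2, and 3. Module 2 was -0.14 in WT and -0.089 in erf71 at 1 HAT, with a difference of 0.056, and -0.39 in WT at 6 HAT. Module 4 at 1 HAT was -0.33 in WT and -0.056 in erf71, and Module 5 in WT 0.19.

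With the median over genes, Module 1 at 1 HAT was 0.72 in WT, 0.31 in erf71, and -0.66 in Vandana, with erf71 minus WT of -0.38. Erf71 minus WT of Module 3 at 6 HAT was 0.071, and Module 5 in WT at 1 HAT reversed to -0.0030. With members of at least 1 FPKM, erf71 minus WT of Module 3 at 6 HAT was 0.0030, and with plain ratios that of Module 4 was 0.22.

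For DEmiRNAs, a minimum of 10 RPM gave 38 in WT from 0 to 1 HAT and 73 in the erf71 columns from 0 to 6 HAT. Scaling to the total of listed miRNAs and to the median ratio each gave 84 in the erf71 columns from 0 to 1 HAT. Fisher's exact test adjusted over miRNAs with reads gave 2 and 21 in WT for 0 to 1 and 0 to 6 HAT. In the erf71 columns it gave 79 and 40. Adjusted over all listed miRNAs, the counts were 0 and 18 in WT and 78 and 39 in the erf71 columns. Without the condition on the fold change, 25 miRNAs in WT from 0 to 1 HAT passed the first of these adjustments.

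With the median ratio, ratios in the erf71 columns reversed. From 0 to 1 HAT they were 0.771 for the 6 names sharing the value of osa-miR166a, 0.667 for osa-miR166e, 0.876 for osa-miR166g and osa-miR166h, 0.898 for osa-miR166k and osa-miR166l, 0.887 for osa-miR166m, 0.687 for osa-miR319a-3p, and 0.650 for osa-miR319a-3p.2 and osa-miR319b. From 0 to 6 HAT they were 0.747 for osa-miR166g and osa-miR166h and 0.812 for osa-miR319a-3p.

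Within plants, r of OsERF71 with Os10g0346600 was 0.844 (exact permutation p = 0.0556, adjusted p = 0.111) and no longer past the threshold of 0.05. With 36 permutations and 6 relations, this design can hardly reach it. The paper linked these genes partly by correlation across libraries examined here, so the test is no separate check of the link.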

Differences from the paper's values

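In WT 5423 genes and in erf71 2732 genes changed 2-fold in the 0-to-1 HAT period, against the paper's 925 and 220 DEGs. In the 0-to-6 HAT period the counts were 12357 and 11734, against the paper's about 3400 and about 3300 in Fig. 2B, read by eye. The WT count was 1.98 times the erf71 count in the 0-to-1 HAT period, against the paper's 4. In that period 720 genes were up in both plants, against the paper's 112. For these measures none of the alternatives set before the data were examined fell within the paper's value. Counts and their ratios were taken as within it when at most 1.5 times apart. For Module 1 genes up in both plants the count was 83 against the paper's 31. It was nearest to the paper's value with a 4-fold threshold, at 24, and farther from it with a pseudocount of 1 or with the median ratio.

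DEmiRNAs in the 0-to-1 HAT period were 84 in WT and 168 in the erf71 columns, against the paper's 1 in both plants. In the 0-to-6 HAT period they were 96 in WT and 127 in the erf71 columns, against the paper's 20 and 15. The erf71 columns hold the same whole reads as those of WT, so their counts do not measure erf71 against the paper's values for it. None of the alternatives set before the data were examined fell within the paper's values. With Fisher's exact test, chosen after seeing the values, the WT count from 0 to 6 HAT was 21 or 18 with the 2 adjustments and fell within the paper's value, whereas the other 3 counts did not.

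Several module means differed from bars of the paper's Fig. 4A, which were read by eye. The bars cover all module members, whereas the means here cover the listed members. A mean was called different when its sign was opposite or it lay farther from the bar than its own SEM over genes. That SEM covers neither the error of reading by eye nor the members not listed, so small differences may come from these. For Module 1 at 6 HAT the means were 1.54 in WT and 1.61 in erf71, against the paper's about 1.3 and about 1.4 in Fig. 4A, read by eye. For Module 2 they were -0.33 in WT and -0.21 in erf71 at 1 HAT and -0.64 in WT at 6 HAT, against the paper's about -0.38, about -0.19, and about -0.70 in Fig. 4A, read by eye. For Module 3 they were -1.73 and -0.52 at 1 HAT and -2.80 and -2.78 at 6 HAT in WT and erf71, against the paper's about -1.0, about -0.27, about -1.6, and about -1.5 in Fig. 4A, read by eye. For Module 4 they were -0.51 and -0.17 at 1 HAT and -2.01 and -1.65 at 6 HAT, against the paper's about -0.38, about -0.13, about -1.2, and about -0.95 in Fig. 4A, read by eye. For Module 5 they were 0.0054 and -0.41 at 1 HAT and -2.24 and -2.58 at 6 HAT, against the paper's about -0.04, about -0.30, about -1.5, and about -1.6 in Fig. 4A, read by eye.

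Of the alternatives set before the data were examined, a pseudocount of 1, plain ratios, and the median over genes brought Module 2 in erf71 at 1 HAT within the paper's value. Plain ratios did so for Module 2 in WT at 6 HAT, a pseudocount of 1 for Module 4 in erf71 at 1 HAT, and the median ratio for Module 5 in erf71 at 1 HAT. None of them did so for the other module means given here.

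In direction, the paper shows Module 5 falling in WT at 1 HAT, where the mean here was 0.0054. The paper describes the TFs followed by RT-PCR as rising less in erf71, whereas in the mRNA-seq values Os04g0671800 had a log2 change of 0.22 in both plants, and Os04g0676700 fell in erf71 (-0.19). The paper describes the genes of Module 5 as more down-regulated in erf71 at 1 HAT, whereas Os01g0773700 (-0.79 in WT, -0.29 in erf71), Os03g0278900 (-0.39 and -0.18), and Os03g0363500 (-0.48 and -0.15) fell less in erf71. The paper gives an increase of more than 3-fold in the number of Cuffdiff DEGs between the periods in both plants. For the genes changed 2-fold, an unlike measure, the ratio was 2.28 in WT and 4.30 in erf71. The paper calls osa-miR166j down-regulated in both plants, where its value rested on 1 read at 0 HAT. The paper calls osa-miR319a up-regulated in erf71, where the ratio of osa-miR319a-3p to 0 HAT in the erf71 column was 1.52 at 1 HAT and 1.19 at 6 HAT, and 0.687 and 0.812 with the median ratio. For osa-miR319a-3p.2 and osa-miR319b it was 1.44 at 1 HAT, or 0.650 with the median ratio, and 0.554 at 6 HAT.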

Other observations

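Apart from the test of separate miRNA libraries being alike by chance, the tests in this part were chosen only after the result was seen.

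Fewer genes changed 2-fold from 0 to 1 HAT in erf71 than in WT, and 3 technical explanations were tested. Scaled by the median ratio, the WT count was 1.93 times the erf71 count, but this scaling shifts all genes of a library alike and could hardly move counts in both directions. The change of Dip1 in erf71 minus that in WT was 0.043, and a single marker gene cannot show whether the plants were equally dehydrated. At 0 HAT, 2760 genes differed 2-fold between the plants, against 2732 in erf71 and 5423 in WT that changed from 0 to 1 HAT. The count at 0 HAT may also hold lasting differences between the plants. Without replicates, it does not show how far variation between single libraries moves such counts. Such variation was therefore not excluded as a reason for the smaller number in erf71.

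Among 14828 genes with a mean of at least 5 FPKM, 164 differed 2-fold between erf71 and WT at all 3 time points, of which 63 were higher in erf71 each time, 25 lower each time, and 76 mixed. The share in one direction was 53.7%, against 25% if single libraries varied independently, so such variation does not account for all of these genes. Of the genes higher in erf71, 6 pairs lay within 5 places of each other in the order of their identifiers, against 1.33 on average in random lists (percentile 99.9). A chromosome segment or gene family that differs as a unit may account for these pairs. Os12g0568500 and Os12g0571100, chosen after their values were seen, had log2 ratios of erf71 to WT of 1.96 and 1.71 at 0 HAT, 3.87 and 4.34 at 1 HAT, and 2.44 and 3.08 at 6 HAT. Os02g0583700 and Os02g0662100, chosen in the same way, had -2.03 and -1.76 at 0 HAT, -2.20 and -2.58 at 1 HAT, and -1.77 and -1.43 at 6 HAT.

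The time of day at each sampling was not used here, and 8 clock genes were set for a check of it. The median size of their log2 change from 0 to 6 HAT was 0.62 in WT (percentile 14.1 among random lists) and 0.84 in erf71 (percentile 42.3). Some of them changed strongly and alike in WT and erf71, with -3.29 and -3.26 for Os08g0157600, 2.305 and 2.32 for Os01g0182600, and 1.21 and 1.07 for Os02g0618200. The random lists also moved under dehydration, so an effect of time of day cannot be told apart from one of dehydration.

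Among the genes with the largest difference between erf71 and WT in the change from 0 to 1 HAT, 4 of the 5 highest and all 5 lowest were listed at 0 in at least 1 of the libraries, as were 250 of the 16944 genes ranked. They are not named here, because their values rest on a value of 0.

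For the miRNA table, all 292 miRNAs had the same whole reads in the WT, erf71, and Vandana columns of each time point. Of 113 miRNAs with at least 10 reads in WT at 0 and 1 HAT, 4 had the same whole reads in both libraries, so separate libraries alike by chance do not account for it. The erf71 and Vandana columns may hold the WT reads divided by other totals, and no biological explanation was tested.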
